# Tailored FcγR blockade enhances immune checkpoint therapy and overcomes resistance

**DOI:** 10.1186/s13046-026-03785-5

**Published:** 2026-07-25

**Authors:** Robert J. Oldham, Linda Mårtensson, Monika Semmrich, Niyaz Yoosuf, Petra Holmkvist, Lara V. Graham, Martin C. Taylor, Kirstie L. S. Cleary, Mona Yazdani, Josephine F. Buckingham, Ali Roghanian, Ingrid Karlsson, Stephen A. Beers, Ingrid Teige, Mark S. Cragg, Björn Frendéus

**Keywords:** Fc gamma receptors, Immune checkpoint blockade, Antibody Immunotherapy, Drug Resistance

## Abstract

**Background:**

Fc-gamma receptors (FcγRs) regulate IgG antibody activity, and Fc-engineering is a proven method to improve the efficacy of tumor-targeting antibodies. Here, we explore tailored FcγR blockade to enhance the therapeutic efficacy and tolerability of immune checkpoint-blocking (ICB) antibodies.

**Methods:**

Mechanistically matched murine surrogate and human lead FcγR-blocking and immune checkpoint-blocking antibodies were used to study whether tailored FcγR-blockade, targeting FcγRIIB selectively or all FcγRs, can enhance the efficacy and overcome resistance to immune checkpoint therapy in vivo and in vitro. Mechanistic studies were performed with clinical reagents, including ipilimumab, nivolumab, pembrolizumab, and human FcγRIIB-selective (BI-1607) and pan-FcγR-blocking (BI-1206) antibodies, using human cells and transgenic animals with clinically relevant expression of immune checkpoint receptors.

**Results:**

We demonstrate that FcγRIIB-selective and pan-FcγR-blocking antibodies increase the in vivo efficacy of αCTLA-4 and αPD-1 antibodies, respectively. FcγRIIB-selective antibody enhancement of αCTLA-4 was associated with increased intratumoral Treg depletion, myeloid reprogramming, interferon-γ and CXCL10-induction, and increased activated effector CD8^+^ T cells, correlating with higher activating-to-inhibitory (A:I) FcγR engagement ratios. Conversely, pan-FcγR blockade protected αPD-1-coated T cells from macrophage phagocytosis, increasing intratumoral activated CD8^+^ T cells by decreasing activating and inhibitory FcγRs.

**Conclusions:**

Our studies provide in vivo proof of concept that tailored FcγR blockade enhances immune checkpoint therapy and overcomes resistance through mechanistically distinct pathways. Clinical trials with tailored human FcγRIIB-blocking antibodies are ongoing.

**Graphical Abstract:**

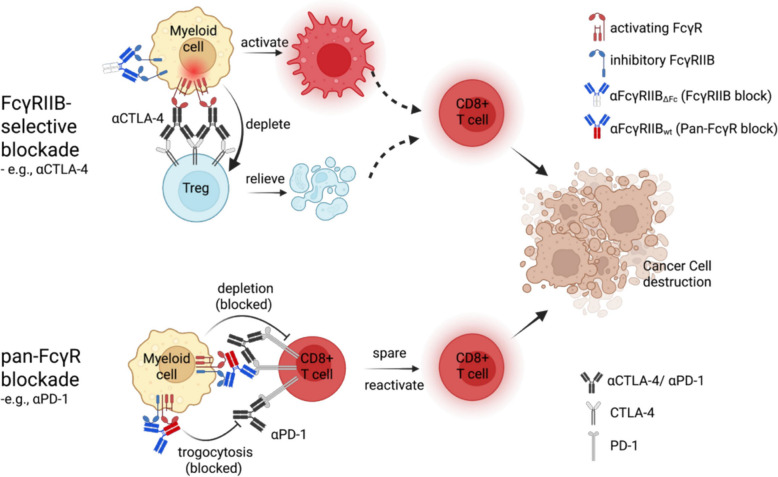

- FcγRIIB-selective blockade enhances αCTLA-4-mediated Treg depletion, myeloid reprogramming, and effector CD8^+^ T cell activation by increasing the activating-to-inhibitory (A:I) FcγR engagement ratio.
- Conversely, pan-FcγR blockade protects αPD-1-coated T cells from macrophage phagocytosis and from αPD-1 removal via trogocytosis, thereby increasing intratumoral activated CD8^+^ T cells by decreasing activating and inhibitory FcγRs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-026-03785-5.

## Introduction

Immune checkpoint blockade (ICB) with antibodies targeting PD-1, PD-L1, or CTLA-4 has transformed cancer survival and is used to treat more than forty cancer types [1]. Despite this, many patients fail to respond or develop resistance during therapy [2]. Combining αPD-1 and αCTLA-4 increases efficacy, but dose-dependent toxicity limits the use of available αCTLA-4 antibody regimens [3]. Identifying and overcoming mechanisms that mediate resistance to αPD-(L)1 and developing means to deliver safer, efficacious αCTLA-4-based therapies could improve survival and bring the clinical benefits of ICB to currently non-responding cancer types and patients.

Fc gamma receptors (FcγR) regulate IgG antibody activity, and their importance for tumor-targeting antibodies is well documented [4–6]. Several activating FcγRs (FcγRI, IIA, and IIIa) and a single inhibitory FcγR (FcγRIIB) collectively regulate FcγR^+^ immune effector cell-mediated responses during antibody therapy [4, 6]. A high ratio of activating to inhibitory FcγRs promotes effector cell activation and downstream cellular events, including the depletion of antibody-coated target cells [7]. Consistent with the positive and negative regulation of IgG-induced effector cell responses by activating and inhibitory FcγRs, we previously demonstrated the therapeutic potential of blocking the inhibitory FcγRIIB to improve antibody therapy. Antagonistic FcγRIIB antibodies enhanced the activity of rituximab and trastuzumab and overcame rituximab resistance in vivo [8], with clinical investigation ongoing (NCT03571568).

Emerging data suggest that FcγRs also influence the effectiveness of immune-modulatory antibodies, including those directed against CTLA-4 and PD-(L)1 (reviewed in [9, 10]). These antibodies were created to block inhibitory signals in CD8^+^ T cells, effectively releasing the brakes on the immune system to eliminate cancer cells. This process does not rely on a role for FcγRs. Surprisingly, as seen with tumor-directed antibodies, Vargas et al. reported that FcγRs play a part in the therapeutic action of the CTLA-4-specific antibody ipilimumab [11]. Dahan et al. discovered that αPD-1 and αPD-L1 antibodies have opposing requirements for FcγR engagement in preclinical models [12]. Since then, we and others have found that FcγRs may enhance the effectiveness of αCTLA-4 and other immune-modulatory antibodies through various mechanisms, including Treg depletion [11, 13], improved T cell–APC immune synapse formation [14–17], and reprogramming tumor-associated macrophages [16, 17]. On the other hand, some studies indicate a harmful role for FcγRs in the efficacy of αPD-1 antibodies, with conflicting reports on the roles of activating and inhibitory FcγRs [12, 18–20]. Importantly, how FcγRs regulate the activities of individual ICB antibodies remains only partly understood, which limits rational optimization. Additionally, while Fc-engineering is a proven approach to boost therapeutic antibody efficacy, creating new Fc-modified antibodies from existing approved drugs with refined FcγR engagement would be a long and expensive process. Therefore, we have focused on an alternative approach: combining current, approved immune checkpoint therapies with specific FcγR blockade.

Here, we examined the impact of FcγR blockade on the therapeutic effectiveness of αCTLA-4 and αPD-1 antibodies using FcγRIIB-specific antibodies with Fc constant domains capable of binding multiple FcγRs (hIgG1 ‘BI-1206’ or mIgG2a) or genetically engineered to silence FcγR engagement (hIgG1N297Q ‘BI-1607’ or mIgG1N297A). We further characterize these reagents and offer a mechanistic explanation for their different abilities to enhance the therapeutic activity of αCTLA-4 and αPD-1 antibodies. To maximize αCTLA-4 antibody effectiveness, selective blockade of FcγRIIB with Fc-impaired αFcγRIIB was necessary. Conversely, optimal αPD-1 activity required blocking all FcγRs with Fc-competent αFcγRIIB. Our findings suggest strategies to improve clinically approved αPD-1 antibodies, like pembrolizumab and nivolumab, and to support safe and effective dual αPD-1 and αCTLA-4 immune checkpoint blockade (ICB). Both approaches are currently under clinical trial investigation, with the potential to expand treatment options to resistant cancers.

## Materials and methods

### Generation of antibodies targeting FcγRII, PD-1, PD-L1 and TIGIT

αPD-1 (clone RMP1-14), αPD-L1 (clone MPDL3280A, atezolizumab), and αTIGIT (clone 10A07) were cloned onto different mouse IgG-backbones. The antibodies were expressed in suspension-adapted HEK 293 EBNA cells (Thermo Fisher Scientific) and purified from the cell supernatants on Mabselect (GE Healthcare). α-FcγRIIb (clone AT130-2) was either produced as described above or produced in ExpiCHO-S cells using the ExpiCHO transient expression system (ThermoFisher) and purified by protein A affinity chromatography using a HiTrap MAbSelect SuRe protein A column (Cytiva), followed by size exclusion chromatography (SEC) using a HiLoad Superdex 200 pg 16/600 SEC column (Cytiva), if required. All antibodies were determined to be endotoxin low (< 1 EU/mg) using an Endosafe Portable Test System device (Charles River Laboratories) and aggregate-free (< 1%) using high-performance liquid chromatography (HPLC). Clinically, relevant α-human PD-1 antibodies (nivolumab and pembrolizumab) were obtained from the University Hospital Southampton pharmacy.

### Surface plasmon resonance analysis

Binding of AT130-2 mIgG2a and mIgG1 N297A to mouse FcγR was assessed by Surface Plasmon Resonance using a Biacore T200 instrument (Cytiva). Antibodies were immobilized on a CM5 chip (Cytiva) via amine coupling. Recombinant mouse FcγR (R&D Systems) were diluted in HBS-EP + (Cytiva). A 5-fold dilution series was used starting at 100 nM for FcγRI and 1000 nM for all other FcγR, these were flowed over the immobilised antibody at a rate of 30 µl/ml for 2 min (5 min for FcγRI) followed by 5-min dissociation. The chip was regenerated between samples with glycerol pH1.5. Samples were analysed in Biacore Evaluation software (Cytiva) with background binding to the control flow cell removed.

### Mice

Six to eight weeks-old (weight 17-20 grams) female C57BL/6J (RRID: IMSR_RJ:C57BL-6JRJ, RRID: IMSR_CRL:027) or BALB/c mice were either purchased from Janvier (Saint-Berthevin, France) and maintained at BioInvent local facilities or purchased from Charles River (Kent, UK) and bred and maintained in UK Home Office approved local facilities. Humanized CTLA-4 mice (B-hCTLA-4) were purchased from Biocytogen (Shanghai, China) and maintained at BioInvent local facilities.

For in vivo experiments performed at BioInvent, all mice were housed and maintained in accordance with Swedish Laboratory Animal Care guidelines and were performed in an animal care-accredited facility. All experimental animal studies were conducted under the approval of the Swedish Ethical Committee (approval numbers 5.8.18–17196/2018 and 5.8.18–19686/2022) and carried out in accordance with the Federation of Laboratory Animal Science Associations (FELASA) guidelines. For in vivo experiments performed at University of Southampton, all mice were housed in IVC units and maintained in accordance with the Animal (Scientific Procedures) Act 1986 and experiments were performed under approved project licenses (P4D9C89EA and PP5396109), and ethical review by local University of Southampton animal welfare committee (approval numbers 69840, 65400).

### In vivo mouse tumor models

The CT26 (CRL-2638) and B16 (CRL-6475) murine cancer cell lines were obtained from ATCC. The MC38 cell line was kindly gifted by Dr Sjef Verbeek. Cells were cultured according to providers’ instructions and logarithmic growth phase of cells was ensured before harvesting cells for engraftment. A total of 0.5 × 10^6^ or 1 × 10^6^ CT26, B16 or MC38 cells were inoculated subcutaneously into the flank of each mouse. All tumor cells were inoculated in 100 µl of PBS. Mice bearing CT26 or MC38 tumors of 40–200 mm^3^ (depending on model and setting) were randomized into treatment groups based on tumor size. B16 mice were treated after 4 days. Mice were treated with the following antibodies or antibody combinations. Anti-mouse PD-1 (29F.1A12, rat IgG2a, RRID: AB_2687796, BioXcell or Assay Genie, RMPI-1 mIgG2a, mIgG1 and mIgG1-N297A or RMPI-1 mIgG2a-AF647 or mIgG1-N297A-AF647), anti-mouse CTLA-4 (9H10, hamster IgG, RRID: AB_10949609, BioXcell), anti-FcγRII (AT130-2 mIgG2a and mIgG1-N297A), anti-human CTLA-4 (ipilimumab, human IgG1, Apoteket), anti-mouse PD-L1 (mIgG1-atezolizumab), anti-mouse TIGIT (10A7 mIgG2b or mIgG2a) and/or control antibodies mIgG2a, mIgG1 or hIgG1 isotype. Antibodies were administered intraperitoneally in a volume of 200 µl.

For tumor growth inhibition studies, mice were treated 3 times (2–3 days apart). Animals were continuously monitored, and mice were euthanized when any of the following end points were met: study termination, tumor burden ≥ 2,000 mm^3^, excessive tumor ulceration, or moribund appearance. Tumor burden was measured using calipers, and tumor volumes were calculated using the modified ellipsoid formula 0.5 × (length × width^2^).

For rechallenge studies, cured mice were inoculated subcutaneously into the opposite flank from the cured primary tumor with 5 × 10^6^ MC38 cells. This was done within a minimum of 6 weeks post complete cure.

For tumor-infiltrating immune cell analysis (by single cell RNA sequencing or by flow cytometry) mice were euthanized 1 h—24 h after the first or third treatment (depending on experimental set-up) and tumors were collected.

Tumors were diced and incubated with either 1 Wunsch unit/ml Liberase TL (Roche) in PBS at 37 °C at 250 rpm for 20 min or in a solution of 50% Liberase TL (Roche) and 50% DNAse (Roche) for 3 × 5 min with slight vortexing in between at 37 °C, 5% CO_2_. The digestion reaction was quenched with 5 mL of RPMI (containing 10% FCS) and homogenized into a single cell suspension through a 100 μm cell strainer. Lymph nodes and spleen did not undergo enzymatic digestion but were homogenized into a single cell suspension through a 100 μm cell strainer. Red blood cells in the spleen were lysed using Lysis Buffer (Gibco or Bio-Rad).

### Tumor-infiltrating immune cell analysis using single cell RNA sequencing

#### Cell preparation

Tumors harvested as indicated were enzymatically digested as described. Viable lymphocytes were isolated using gradients (Lympholyte-M Separation Media, Cedarlane). Tumor lymphocytes were stained with viability dye and CD45 antibody (see antibody Table S1) and viable CD45^+^ cells were sorted using a FACS Aria Fusion (BD). Cells were counted (NucleoCounter NC-202, ChemoMetec) and using 4% paraformaldehyde (PFA) were fixed for 20 h at 4 °C, followed by long-term storage at –80 °C as instructed by ‘10 × Genomics’ protocol. Samples were further processed at the Center for Translational Genomics (CTG) at the medical faculty at Lund University, Sweden. In short, prior to library preparation, samples were thawed, washed, and hybridized with barcoded probe sets according to the Chromium Next-GEM Flex protocol (10 × Genomics). Approximately 10^4^ cells per sample were targeted for capture, and the pooled samples were loaded onto a Chromium X instrument using a Chip Q. The generated libraries were sequenced on an Illumina NovaSeq 6000, targeting a sequencing depth of 2 × 10^4^ reads per cell.

#### Single cell RNA analyses

The scRNA-seq reads were aligned to the mouse transcriptome and a gene expression matrix was generated using the Cell Ranger pipeline using default settings. Using the R Seurat package (v4.4.0), the output files from cellranger were converted to a Seurat object for downstream analysis [21]. The R package Doubletfinder (v2.0.3) was applied with default parameters to find and remove cell doublets in each sample individually [22]. The cell cycle phase was controlled with the Seurat *CellCycleScoring* function using cell cycle related genes. The number of detected genes, the number of detected UMIs, house-keeping gene expression and the percentage of mitochondrial gene expression were used to remove low-quality cells. The *SCTransform* function was performed to normalize samples and applied separately for each dataset after finding the top 3000 feature genes using *SelectIntegrationFeatures* function. Then we applied the functions *PrepSCTIntegration*, *FindIntegrationAnchors* to find integration anchors and *IntegrateData* (normalization.method = “SCT”) to complete data integration.

We ran principal component analysis on the gene space using *RunPCA* and clustering was performed based on the shared nearest neighbor between cells (*FindNeighbors*) and graph-based clustering (*FindClusters*). We used uniform manifold approximation and project (UMAP) with the function *RunUMAP* with the same number of principal components used for embedding for the visualization of clusters. For the UMAP based clustering, we used the top 30 calculated PC dimensions and a resolution of 0.8, eventually identified 25 distinct immune cell subpopulations. To identify marker genes, we applied *FindAllMarkers* function in Seurat (one-sided Wilcoxon rank sum test) with *p*-value adjusted for multiple testing using the Bonferroni correction. Using well curated cell specific marker genes and based on prior experience, we annotated the immune cell subpopulations. For cell-type specific sub-clustering, we integrated the data across samples and performed *SCTransform* approach as mentioned above with parameters ranging from 20–30 PCs and UMAP resolution ranging between 0.2–0.7 with final parameters selected to generate consistent visualizations. *AverageExpression* function in Seurat was used to measure the average expression of gene markers and z-scores per genes were calculated for visualization with the pheatmap package. The R package LSD (https://cran.r-project.org/web/packages/LSD/index.html) was used to visualize density plots of cells using the UMAP coordinates of cells from each condition. All computational analyses were performed using publicly available software packages, as described above (Materials and methods). No custom code or novel computational algorithms were developed for this study.

### Immune cell analysis using flow cytometry

#### Characterization of immune cell contents in tumors across different mouse models

WT mice were inoculated with either CT26, (BALB/c) or MC38 (C57BL/6J) tumor cells and tumors were monitored for growth with calipers. Mice were treated as described for therapy experiments above. When CT26 tumors reached approx. 600–700 mm^3^ or MC38 tumors reached approx. 1300–1400 mm^3^ in area, mice were sacrificed, and samples were processed as described above. Immune cell populations were identified using fluorochrome labeled antibodies (see table S1). After cell surface staining, cells were permeabilised using the Foxp3/Transcription Factor staining buffer set (Invitrogen) before staining for intracellular proteins. Samples were acquired on an LSR Fortessa × 20 (Beckton Dickenson) flow cytometer and analysed using FlowJo software (RRID:SCR_000410).

#### PD-1 expression on human tissue

Cryopreserved, dissociated tumor cells were purchased from Discovery Life Sciences. Material from 8 different indications with 1–5 tumors per indication were included in the analyses and stained with antibodies against CD45, CD3, CD8 and PD-1 (see table S1). αPD-1 (clone 1D6E10; pembrolizumab) was produced in-house and labeled with Alexa Fluor 647. PD-1 expression on CD8^+^ T cells was analysed by flow cytometry, samples were acquired on a FACSAria Fusion (BD) flow cytometer. Dead cells were excluded based on positive staining for the fixable viability dye eFluor 780 (Thermo Fisher Scientific).

### Cytokine analysis in murine tumors and serum

For protein analysis, MC38 tumors were harvested day 7 post first treatment, weighed and placed into homogenization liquid (Pierce RIPA buffer (Merck) and 1:100 Protease inhibitor cocktail (Merck)), 3 μ1/mg tumor. Tumors were homogenized (GentleMACS, Miltenyi) and subsequently centrifuged (10 min at 10,000 × g). Supernatant was stored at −80 °C degrees until analysis.

Blood was drawn from vena saphena (BD Vacutainer Heparin tubes) from MC38 tumor-bearing mice treated in total 3 times with 10 mg/kg of aFcγRII_ΔFc_, alone or in combination with 1 mg/kg of ipilimumab (day 1, 4 and 8). Blood was drawn from 5 mice at each time-point (24, 72 and 168 h).

Levels of 5 cytokines (TNF-α, IFN-γ, CCL22, IL-β and IL-6,) were assessed in serum and tumor using a U-plex assay (MSD) and read by a QuickPlex SQ 120 Reader (MSD). Data were analyzed using Discovery Workbench v.4.0.

### Generation of human-PD-1 expressing Jurkat cells

The full-length human PD-1 gene was cloned into pCDNA3 and nucleofected into Jurkat cells using the Amaxa cell line Nucleofector kit V and program X-001 on the nucleofector II device. Positive cells were selected with 1 mg/ml geneticin (Life Technologies) for 2 weeks before being stained for PD-1 expression and FACS sorted to obtain pure populations of differing expression levels (FACSAriaII, BD Biosciences). Cells were maintained in complete RPMI + 1 mg/ml geneticin.

### Generation of monocyte derived macrophages (MDM) and in vivo activated T cells

Leukocyte cones were obtained from Southampton NHS Blood and Transplant service. Use was approved by the University of Southampton Faculty of Medicine Ethics Committee and East of Scotland Research Ethics Service, Research ethical committee reference number 16/ES/004. Peripheral blood mononuclear cells were isolated by density gradient centrifugation (Lymphoprep, Stem Cell Technologies). MDM were then isolated via adherence or CD14^+^ isolation. For adherence, 1 × 10^7^ PBMCs in 2 ml RPMI + 1% human AB serum were incubated in 6-well plates for 2 h at 37 °C + 5% CO_2._ Non-adherent cells were collected and used to generate activated T cells. Plates were washed with PBS and MDM differentiated over 7 days in complete RPMI + 100 ng/ml M-CSF (in-house). Non-adherent PBMCs were resuspended at 1 × 10^6^ cells/ml in cRPMI with the addition of Dynabeads human T-activator CD3/CD28 at 0.4 × 10^6^ beads/ml + 30 IU/ml IL-2 (Peprotech). Beads and cytokine were replaced twice over 8 days with beads removed using a magnet.

For phagocytosis with subsequent FcγR staining, CD14^+^ cells were isolated by positive selection using CD14^+^ MicroBeads (Miltenyi Biotec). Cells were differentiated in a 96 well plate over 7 days in complete RPMI + 100 ng/ml M-CSF.

### Phagocytosis assay

Adherence isolated MDM were harvested and re-plated at 5 × 10^4^ macrophages/well in a 96 well plate in 100 μl cRPMI + 100 ng/ml M-CSF and incubated overnight at 37 °C with 5% CO_2_. For phagocytosis assays macrophages were treated with αFcγRIIB at 20 μg/ml (2 × final concentration) in 50 μl cRPMI for 30–45 min or 10 µg/ml overnight (FcγR detection). Meanwhile, target cells (Jurkat-hPD1 or activated T cells) were labelled with 5 μM CFSE before being resuspended at 5 × 10^6^/ml in cRPMI and opsonized with αPD-1 at 2 × final concentration for 15 min at room temperature. 50 μl target cell suspension (5:1 target:effector ratio) was added per well of MDM and incubated for 1 h at 37 °C. Macrophages were stained with αCD14 APC/BV421 (Biolegend/BD Biosciences, table S1). For FcγR staining, cells were additionally stained with αFcγR specific antibodies. Phagocytosis assessed by flow cytometry as the proportion of CD14^+^CFSE^+^ cells as a total of CD14^+^ macrophages using a FACS Canto II (BD Biosciences) or Cytoflex (Beckman Coulter).

For imaging, CD14^+^CFSE^+^ cells were FACs sorted onto Superfrost slides (ThermoFisher) using a FACSMelody (BD Biosciences). Slides were fixed with 4% paraformaldehyde for 10 min and mounted with VECTASHIELD hard set with DAPI. Slides were imaged with an Olympus IX81 inverted microscope (Xcellence pro software) and images processed in ImageJ (Fiji).

### Trogocytosis assay

MDM were differentiated over 7 days and plated in 96 well plates as described. 2 h after plating 80 μM dynasore dynamin inhibitor (Abcam) was added and MDM incubated at 37 °C for 24h. FcγRIIB antibodies were added at 20 μg/ml (2 × final concentration) and incubated for 30–60 min. Meanwhile, human PD1 Jurkat cells were opsonized with 2 or 20 μg/ml (2 × final concentration) Alexa Fluor488 labelled nivolumab. Opsonised cells were added to MDM at a 5:1 target:effector ratio and incubated at 37 °C for 1 h. Jurkat cells and CD14^+^ macrophages were analysed by flow cytometry (FACS Canto II, BD Biosciences) for loss of labelled nivolumab from the Jurkat cells and uptake by MDM.

### Statistical analysis

Statistical significance was performed using GraphPad Prism software (GraphPad, RRID:SCR_002798). For comparisons between two groups with normal distribution, Student’s T test was used. If the data points in each group originated from the same donor, paired Student’s T test was used. For comparisons regarding one parameter using three or more groups with normal distribution, one-way ANOVA test was used. If the data points in each group originated from the same donor, Repeated Measures ANOVA test was used. For comparisons regarding one parameter but over several e.g. cell types using three or more groups with normal distribution, two-way ANOVA test using Tukey’s adjustment for multiple comparisons was used. For survival curves, Log-Rank Mantel Cox test was used. Number of data points, number of experiments, graphic interpretation (mean and SD etc.), units, statistical test used and *p*-value limits have been stated in figure legends. Individual data points were shown when possible. ScRNA data processing has been described above, and no statistical analysis was performed in this data set.

## Results

### Generation of mFcγRII-blocking surrogate antibodies

We previously developed human antibodies that effectively block the inhibitory hFcγRIIB [8]. Two antibody variants derived from the hFcγRIIB-specific antibody 6G11 were generated: a hIgG1 antibody (BI-1206) with a wild-type Fc domain that binds both activating and inhibitory FcγRs (‘αFcγRIIB_wt_’), and a hIgG1N297Q variant (BI-1607) with severely impaired Fc-binding to all FcγRs (‘αFcγRIIB_ΔFc_’) [8, 23]. At the time of generation, the αFcγRIIB_wt_ (BI-1206) antibody was intended to treat cancers in which FcγRIIB is expressed on tumor cells (i.e., B-cell cancers). In preclinical models, it demonstrated single-agent activity and enhanced the activity of tumor-directed antibodies such as αCD20 and αCD52 [8]. In contrast, the αFcγRIIB_ΔFc_ antibody (BI-1607) was designed to treat solid cancers, where FcγRIIB is expressed only on immune effector cells, and not tumor cells. Consistent with its highly specific blockade of FcγRIIB and impaired Fc:FcγR binding, this antibody lacked single-agent activity but enhanced the antitumor activity of αCD20, αHer2, and other tumor-targeting antibodies [8, 23].

To assess the therapeutic potential of FcγR blockade to enhance the activity of immune-modulatory antibodies, e.g., αPD-1 and αCTLA-4, in solid cancers, we generated surrogate blocking antibodies to mFcγRII, the murine homolog of hFcγRIIB and the sole inhibitory FcγR in the mouse [24]. These murine-specific reagents facilitate proof-of-concept studies in immune-competent syngeneic mouse tumor models. Fc:FcγR-proficient and -deficient blocking antibodies matching the human BI-1206 and BI-1607 clinical candidate antibodies to FcγRIIB were constructed by fusing Fv-sequences of the mouse FcγRII-specific antibody AT-130-2 to mouse IgG2a and mouse IgG1_N297A_ constant domains, respectively. All generated antibodies showed highly specific, high-affinity, Fv-mediated binding to mouse FcγRII, as assessed by surface plasmon resonance (SPR) with recombinant protein (Fig. S1A). Fc:FcγR proficiency and deficiency of the AT-130-2 mIgG2a and mIgG1_N297A_ variants (hereafter referred to as αFcγRII_wt_ and αFcγRII_ΔFc_, respectively) were similarly assessed by SPR using recombinant mouse activating and inhibitory FcγR proteins (Fig. S1A).

### αFcγRII_wt_ and αFcγRII_ΔFc_ differently modulate αPD-1 and αCTLA-4 antitumor activity in vivo

We first assessed whether αFcγRII_wt_ and αFcγRII_ΔFc_ could enhance the therapeutic activity of αCTLA-4 (clone 9H10) and αPD-1 (clone 29F.1A12) antibodies in immunocompetent mice bearing syngeneic CT26 colorectal tumors. This tumor model is infiltrated by immune cells, including CD8^+^ T cells, Tregs, and macrophages, and partially responds to αCTLA-4 but not, or poorly, to αPD-1 antibody therapy [25]. The model thus reflects the partial responsiveness to these agents observed in human cancer, leaving room for improvement in efficacy. Combination treatment with αFcγRII_ΔFc_, but not αFcγRII_wt_, significantly enhanced antitumor activity and survival in αCTLA-4-treated animals (Figs. 1 and S1B). Conversely, and of potential clinical significance, combined treatment with αPD-1 and αFcγRII_wt_, but not αFcγRII_ΔFc_, increased the proportion of mice cured in this otherwise αPD-1-resistant model (Figs. 1 and S1B).

**Fig. 1:**
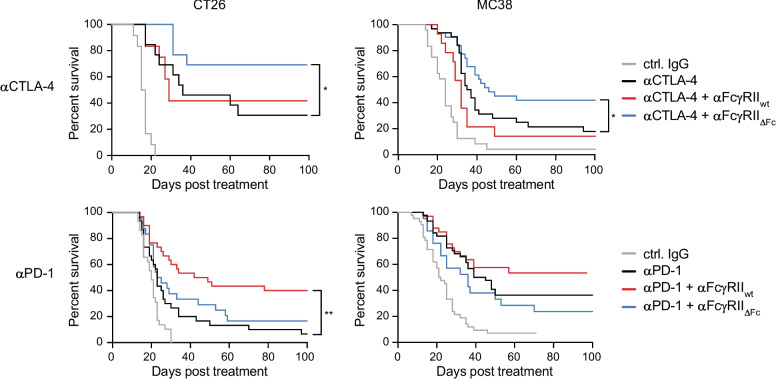
αFcγRII_wt_ and αFcγRII_ΔFc_ differently modulate αPD-1 and αCTLA-4-mediated antitumor activity. Survival in CT26 and MC38 tumor-bearing mice treated with αPD-1 or αCTLA-4 alone, or in combination with αFcγRII_wt_ or αFcγRII_ΔFc_, respectively. Treatment started when tumors had a volume of 50–100 mm^3 ^with n = 13–32 from 2–4 pooled experiments for αCTLA-4 in MC38, n = 12–13 mice from 2 pooled experiments for αCTLA-4 in CT26, n = 21–42 from 3–6 pooled experiments for αPD-1 in MC38, n = 29–30 from 5 pooled experiments for αPD-1 in CT26. *P < 0.05; **P < 0.01 by log-rank test

Treatment of mice bearing MC38 colon adenocarcinoma tumors confirmed the inverse effects of αFcγRII antibody variants on αCTLA-4 and αPD-1 therapeutic activity (Fig. 1). Importantly, consistent with αFcγRII antibodies modulating the intrinsic activity of αCTLA-4 and αPD-1 and αCTLA-4 antibodies through FcγR blockade rather than direct anti-tumor activity, single-agent treatment with αFcγRII antibody variants did not affect tumor growth kinetics or survival (Fig. S1C).

### αFcγRII enhancement of αCTLA-4 requires an FcγR-silenced Fc-domain and correlates with Treg depletion and macrophage repolarization in vivo

Treg cells prevent excessive CD8^+^ T cell expansion in health [26], and Treg depletion enhances CD8^+^ T cell infiltration into tumors, promoting tumor rejection [13, 27–29]. Reported correlations between melanoma patient responses to the αCTLA-4 antibody ipilimumab and FcγR engagement, as well as the enhanced antitumor activity and Treg depletion of Fc-engaging humanized αCTLA-4 antibodies [11], prompted us to assess whether αFcγRII improved αCTLA-4 efficacy by promoting Treg depletion and improving intratumoral CD8:Treg ratios. In line with previous reports, treatment with αCTLA-4 alone improved CD8:Treg ratios, with trends toward reduced intratumoral Tregs and increased CD8^+^ T cell numbers (Figs. 2A and S2A). Consistent with FcγRII acting as a negative regulator of αCTLA-4-mediated Treg depletion and with Tregs suppressing CD8^+^ T cell function [30, 31], combined treatment with αFcγRII_ΔFc_ and αCTLA-4 mAb further improved CD8:Treg ratios and induced CD8^+^ T cell proliferation and activation (Fig. 2A).

**Fig. 2:**
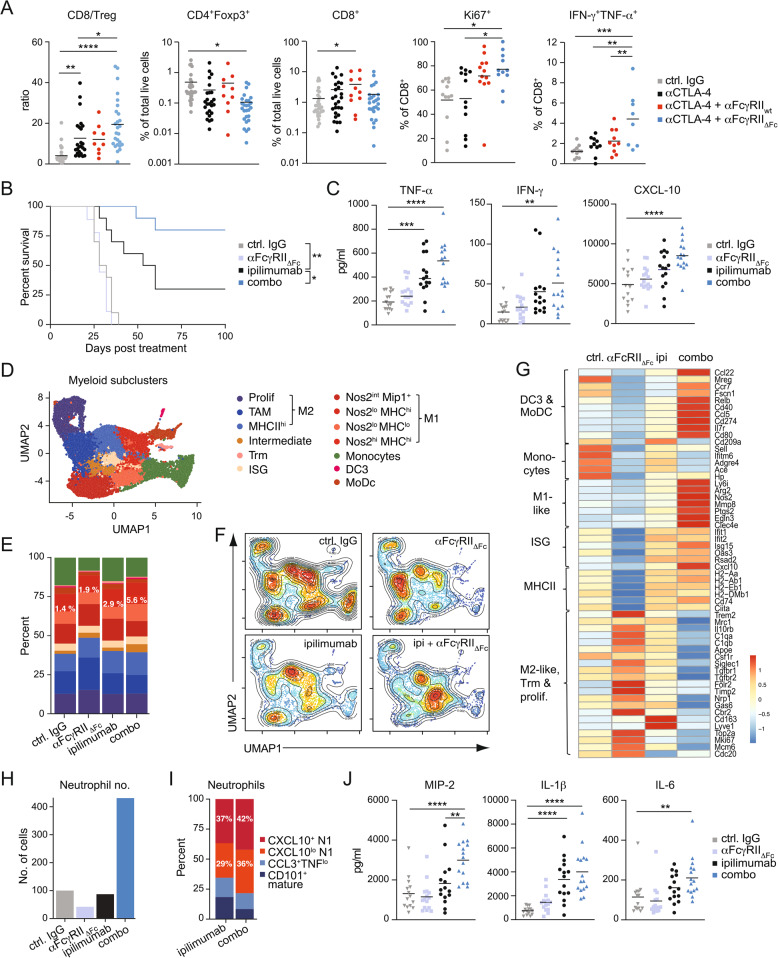
αFcγRII_ΔFc_ enhances αCTLA-4-induced TIL modulation. **A** Antibody-mediated TIL modulation in MC38 tumor-bearing C57BL/6 mice which received three treatments (with 10 mg/kg per antibody and injection) of αCTLA-4 alone or in combination with αFcγRII_wt_ or αFcγRII_ΔFc_ when tumors had reached ca. 150 mm^3^. Tumors were taken 24 h after the last treatment and assessed by flow cytometry. **B** Survival of MC38 tumor-bearing hCTLA4-transgenic C57BL/6 mice. When tumors were ca. 50 mm^3^, mice received 10 mg/kg of αFcγRII_ΔFc_, alone or in combination with 1 mg/kg of ipilimumab, compared to ipilimumab (1 mg/kg) alone or control IgG (10 mg/kg). **P < 0.01, *P < 0.05 by log-rank test. **C** Cytokine analysis in tumor from MC38 tumor-bearing hCTLA4-transgenic C57BL/6 mice treated as in B). Tumors were harvested 168 h after first treatment. Results are pooled from three different experiments with each symbol representing an individual mouse and lines representing mean. **** *P* < 0.0001, *** *P* < 0.001, **P < 0.01, *P < 0.05 by one-way ANOVA. **D**-**I** Single-cell RNA sequencing data from CD45^+^ sorted cells isolated from five MC38 tumors per group treated as in B). Tumors were harvested on day 7 after the first treatment. **D** Combined UMAP of myeloid subclusters color-coded by cell subsets. The identity of each cluster is based on DEGs shown in G) and Fig. S2G. **E** Proportions of each cluster across treatment groups, color-coded as in D) **F** Contour UMAP for each treatment group (**G**) Heatmap showing selected DEGs per treatment group (**H**) Bar-plots showing neutrophil numbers and **I** neutrophil subsets. **J** Cytokine analysis in tumor from MC38 tumor-bearing hCTLA4-transgenic C57BL/6 mice as in C)

Next, we extended our αFcγRII_ΔFc_-mediated αCTLA-4 mAb enhancement analyses to the clinical mAb ipilimumab. Human CTLA-4 transgenic (hCTLA-4) mice were transplanted with MC38 tumors and treated with ipilimumab, αFcγRII_ΔFc_, or a combination. Tumor growth and animal survival were assessed. Consistent with our murine αCTLA-4 surrogate antibody observations, αFcγRII_ΔFc_ enhanced ipilimumab in vivo efficacy, as shown by delayed tumor growth (Fig. S2B) and improved animal survival (*p* < 0.02, Log-rank Mantel-Cox test) (Fig. 2B). Animals cured by the αFcγRII_ΔFc_/ipilimumab combination rejected MC38 tumor cells upon rechallenge, demonstrating that immunological memory was induced (Fig. S2C). Consistent with our flow cytometry data from murine CTLA-4 mice, combined treatment with αFcγRII_ΔFc_ and ipilimumab activated effector T cells, as evidenced by induction of IFN-γ in tumors of hCTLA-4 transgenic mice with trends toward enhanced TNF-α and IFN-γ compared with αCTLA-4 single treatment (Figs. 2C and S2D). Moreover, consistent with enhancing effector CD8^+^ T cell responses, αFcγRII_ΔFc_ combined with ipilimumab induced the IFN-γ-responsive chemokine CXCL10 involved in recruiting activated T cells from lymph nodes to the tumor bed (Fig. 2C). We then performed single-cell RNA-seq to agnostically assess the mechanisms underlying the enhancement of αFcγRII_ΔFc_ in combination with ipilimumab. 

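Viable CD45-positive cells of MC38 tumors, a transplanted mouse colon carcinoma, grown in hCTLA-4 transgenic mice were fixed, hybridized with barcoded probe sets by the Chromium Flex protocol and sequenced, and the authors deposited the unique molecular identifiers (UMIs) that Cell Ranger counted for each of 19059 genes in each cell, without normalization. There were 4 libraries, 1 for each treatment group, each from pooled tumors, so that no replicate error exists and no test between groups was made. Intervals below are 95% intervals that cover counting error only: exact binomial intervals for a share of cells, log intervals for a ratio of shares, and exact Poisson or conditional intervals for counts. Cells of 1 library are not independent replicates of a treatment. The intervals for counts take each UMI as independent, so that they leave out variation between cells.

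The sample records and the article differ in several conditions. The article gives 5 tumors per group harvested on day 7, treatment from about 50 mm3, and 1 mg/kg of ipilimumab with 10 mg/kg of αFcγRII in the combination, and the sample records give 11 pooled mice, day 8, 100 mm3, 10 mg/kg and 20 mg/kg. For each library treated with a single antibody, the sample title names one antibody and the treatment field names the other, so which of them received ipilimumab was not settled. They are called single antibody A, whose title names the anti-human CTLA-4 antibody, and single antibody B, whose title names the anti-mouse FcγRII antibody, and a statement about single antibodies is made only where it held for both.

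The deposited matrices held 8173 cells for isotype control IgG, 6390 for single antibody A, 6097 for single antibody B and 7630 for the combination, with a median of 14836, 15300, 19115 and 18495 UMIs per cell. The methods name the measures used to remove low-quality cells but not their limits. Cells with at least 500 detected genes and at most 10% of UMIs on mitochondrial genes were kept here, and the 5% of cells with the highest doublet scores in each library were left out, which left 7741, 6046, 5779 and 7219 cells. The steps that the methods state were then followed: SCTransform for each library, 3000 integration features, anchor-based integration, 30 principal components and a resolution of 0.8. Shares that rest on a UMI of a gene were measured after the UMIs of each cell were drawn down at random to 1 depth, as the mean of 100 draws.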

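The 26785 cells kept fell into 29 clusters, which were named from lists of marker genes written before the data were examined. Monocytes, macrophages and dendritic cells were counted together, since 1 of the macrophage clusters had a dendritic cell marker and no macrophage marker among its 10 leading genes. They made up 73.5% of cells in isotype control (95% interval 72.5% to 74.5%), 73.1% with single antibody A (72.0% to 74.2%), 80.8% with single antibody B (79.7% to 81.8%) and 68.0% in the combination (66.9% to 69.1%). T cells made up 5.23%, 10.1%, 4.03% and 6.07% of cells in the same order, and natural killer (NK) cells with type 1 innate lymphoid cells (ILC1) 4.72%, 7.01%, 4.36% and 6.21%. B cells were few, with 38, 14, 20 and 11 cells. A pair of clusters that carried markers of both T cells and macrophages was set apart as mixed, a limit set after these clusters were seen, and held 12.1%, 5.69%, 6.99% and 11.0% of cells. Mixed cells were not counted as T cells, so the T cell shares of the libraries can differ through the mixed share alone. A cluster of fibroblast or tumor cells held 74, 96, 98 and 77 cells.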

Unsupervised clustering and UMAP visualization of tumor-infiltrating leukocytes (TILs) harvested from antibody-treated MC38 tumor-bearing hCTLA-4 mice revealed the expected presence of multiple immune cell subsets, including B, T, NK cells, monocytes, macrophages, and neutrophils (Fig. S2E). 

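CD4 T cells were T cells with a Cd4 UMI and without Cd8a or Cd8b1, and CD8 T cells were T cells with a Cd8a or Cd8b1 UMI and without Cd4 or Foxp3. Each T cell was drawn down to 2212 UMIs, from medians of 4101 in isotype control, 4757 with single antibody A, 4950 with single antibody B and 5770 in the combination, and 42, 58, 24 and 45 shallower cells were left out. Foxp3 (ENSMUSG00000039521), which encodes the transcription factor of regulatory T cells (Tregs), lies on chromosome X from 7573644 to 7595245 in the GRCm38 annotation used here, the build behind the matrices not being stated. Tregs, the CD4 T cells with a Foxp3 UMI, made up 38.6% of 158 CD4 T cells in isotype control (31.0% to 46.7%), 20.6% of 199 with single antibody A (15.2% to 26.9%), 40.9% of 66 with single antibody B (28.9% to 53.7%) and 6.06% of 99 in the combination (2.26% to 12.7%). Without drawing down, the shares were 40.2%, 20.2%, 49.4% and 8.04%. The share in the combination was 0.157 times that in isotype control (0.0705 to 0.349), 0.294 times that with A (0.129 to 0.669) and 0.148 times that with B (0.0647 to 0.339). The alternative that moved the ratio to isotype control most, Foxp3-positive CD4 T cells over all cells, gave 0.105. In monocytes, with a median of 9368 UMIs and drawn down to the same depth, 0.142% of cells had a Foxp3 UMI.

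Exhausted cells, taken as CD8 T cells with a UMI each of Pdcd1, Havcr2 and Lag3, made up 15.3% of 98 CD8 T cells in isotype control (8.83% to 24.0%), 23.7% of 253 with single antibody A (18.6% to 29.4%), 18.3% of 71 with single antibody B (10.1% to 29.3%) and 20.1% of 194 in the combination (14.7% to 26.4%), and 0 of 2824 monocytes had all 3. Without drawing down the shares were 32.7%, 41.3%, 37.3% and 39.3%. The ratio of the combination to isotype control was 1.31 (0.763 to 2.26), to A 0.848 (0.593 to 1.21) and to B 1.10 (0.624 to 1.93), so that no difference was detectable by this definition at this depth. With the definition by Pdcd1 and Tox the combination was lower than each other library, with ratios of 0.309 to isotype control (0.152 to 0.628), 0.326 to A (0.173 to 0.614) and 0.403 to B (0.179 to 0.907), so that the definition decides whether a difference was seen. Summed over CD8 T cells, Pdcd1 (chromosome 1, 94038305 to 94052553) stood at 672, 1146, 724 and 849 UMIs per 1000000 UMIs of these cells (CPM), and Tox (chromosome 4, 6686353 to 6991557) at 156, 150, 76.0 and 33.5 CPM. A subcluster led by macrophage genes, with 52, 42, 53 and 76 cells in the same order, stayed among the T cells. Its cells held at the median 4.455 times the median UMIs of T cells in their library. How far its macrophage RNA moved the levels summed over CD8 T cells was not tested.

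Activated cells, with a UMI of Ifng and of Tnf, made up 13.3% of the CD8 T cells in isotype control (7.26% to 21.6%), 15.4% with A (11.2% to 20.5%), 14.1% with B (6.97% to 24.4%) and 17.5% in the combination (12.4% to 23.6%). The ratio of the combination to isotype control was 1.32 (0.732 to 2.39), to A 1.14 (0.747 to 1.73) and to B 1.24 (0.649 to 2.38), which was within counting error in each case by this definition. Without drawing down the shares were 28.7%, 31.7%, 41.0% and 42.1%, beyond counting error to isotype control and A but not to B, at unequal depths, and the share in monocytes was 0.0354%. Over the 100 draws the ratio to isotype control ran from 0.777 to 2.35 for the activated cells and from 0.898 to 2.13 for the exhausted cells, a spread that the intervals do not cover. The summed levels in CD8 T cells were 1035, 1249, 487 and 2036 CPM for Ifng, a ratio of the combination to isotype control of 1.97 (1.83 to 2.12), and 167, 238, 147 and 425 CPM for Tnf, a ratio of 2.54 (2.12 to 3.06). These 2 intervals leave out variation between cells, of which isotype control held 101 and the combination 214, so they are too narrow for a statement about CD8 T cells.

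**Figure D1:**
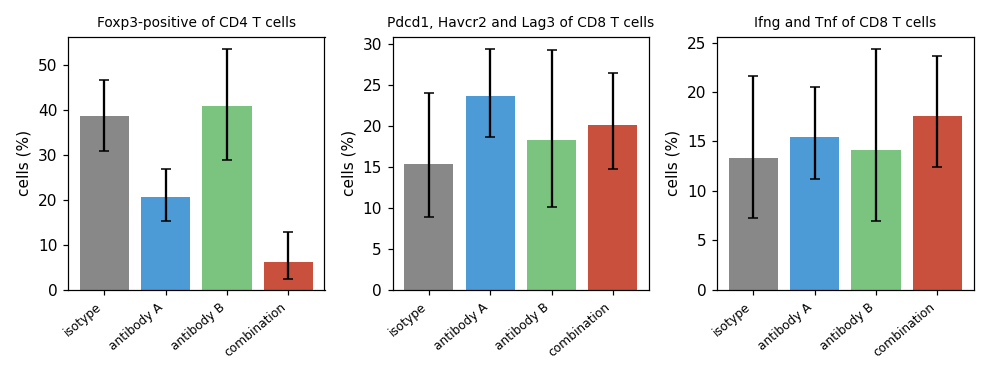
Share of CD4 T cells with a Foxp3 UMI (left), of CD8 T cells with UMIs of Pdcd1, Havcr2 and Lag3 (middle) and of CD8 T cells with UMIs of Ifng and Tnf (right), in percent of cells drawn down to 1 depth, for 1 library per group; error bars are 95% exact binomial intervals. The Foxp3 share is lowest in the combination, at 6.06%, and the intervals of the other shares overlap between groups.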

Consistent with our observations in the murine CTLA-4/αCTLA-4 model system, αFcγRII_ΔFc_-enhanced ipilimumab efficacy correlated with more substantial Treg depletion, decreased exhausted CD8^+^ T cells, and increased activated CD8^+^ T cells (IFN-γ^+^ TNF-α^+^) in hCTLA-4 mice (Fig. S2F). Additionally, combined treatment with αFcγRII_ΔFc_ and ipilimumab increased activated Nos2^hi^ M1 macrophages (Figs. 2D- G and S2G) and induced DC3 and M1 macrophage gene signatures (Fig. 2G). In contrast, M2-related genes were downregulated (Fig. 2G). 

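Nos2 (ENSMUSG00000020826), which encodes inducible nitric oxide synthase, lies on chromosome 11 from 78920787 to 78960254. Nos2-high cells were counted by a minimum of 3 Nos2 UMIs in monocytes and macrophages drawn down to 6929 UMIs. The median depths before were 14618 UMIs in isotype control, 17585 with single antibody A, 18778 with single antibody B and 20074 in the combination, and 746, 425, 356 and 384 shallower cells were left out. Nos2-high cells made up 6.63% of 4722 cells in isotype control (5.93% to 7.38%), 12.7% of 3851 with A (11.6% to 13.8%), 5.26% of 4219 with B (4.61% to 5.98%) and 39.0% of 4408 in the combination (37.5% to 40.4%). The combination stood 5.88-fold over isotype control (5.25 to 6.58), 3.07-fold over A (2.81 to 3.37) and 7.40-fold over B (6.48 to 8.46). Without drawing down the shares were 11.2%, 18.6%, 9.51% and 50.4%. The minimum moved the ratio to isotype control most, to 9.85 at 10 UMIs, and with dendritic cells counted it was 5.97. Among T, NK and ILC1 cells with a median of 10251 UMIs, drawn down to the same depth, 0.813% in isotype control and 4.59% in the combination passed the minimum. The summed level of Nos2 in monocytes and macrophages was 105, 252, 80.9 and 934 CPM.

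Of the 18 genes that Fig. 2G lists for DC3 and monocyte-derived dendritic cells (MoDC), in 1 block, and for M1-like macrophages, 16 had a higher level in the combination than in isotype control, 17 than with A and 18 than with B, in UMIs summed over monocytes, macrophages and dendritic cells. These lists were read from the figure and serve to describe, since the study chose them on these libraries. Clusters named as dendritic cells held 220 of the 5688 cells summed in isotype control and 119 of 4911 in the combination. The sums thus rest mostly on monocytes and macrophages and do not measure a DC3 signature within dendritic cells. The dendritic cell share of all cells in the combination was 0.580 times that in isotype control (0.465 to 0.723), 0.692 times that with A and 1.02 times that with B. All 7 M1-like genes were higher than in each of the other libraries, with ratios to isotype control from 1.29 for Egln3 to 8.98 for Nos2. Among the DC3 and MoDC genes, the largest ratio to isotype control was that of Ccl5 (chromosome 11, 83525778 to 83530518), from 384 to 1387 CPM, 3.61-fold (3.58 to 3.65). Of this block Fscn1 was lower, with a ratio of 0.644 (0.603 to 0.687), and Cd209a, with 0.361 (0.333 to 0.391). For Fscn1 the ratio was 1.03 by the mean over cells of UMIs per 10000. From these clusters and signatures the paper states that the combination increased activated Nos2-high M1 macrophages and induced DC3 and M1 signatures.

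**Figure D2:**
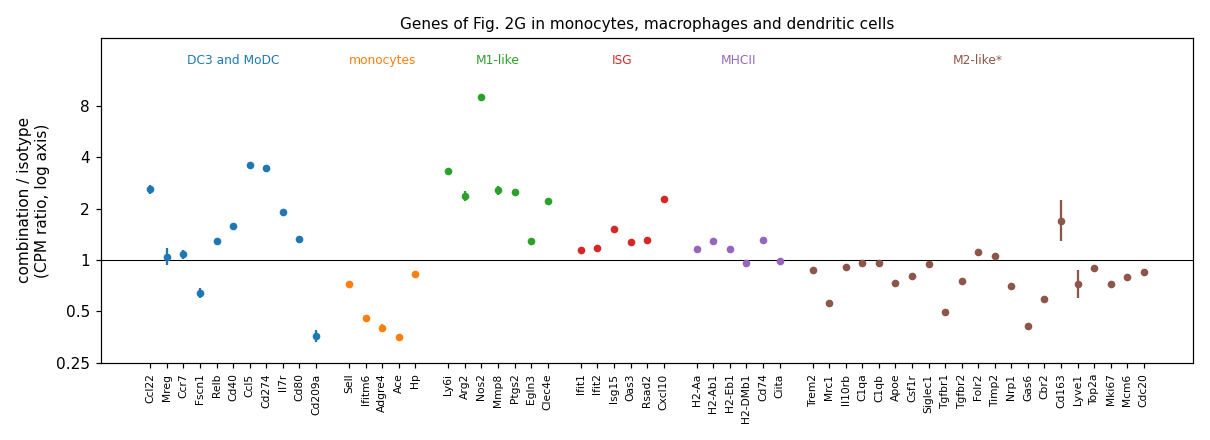
Ratio of the combination to isotype control in CPM, on a log axis, for each gene of the blocks of Fig. 2G, in UMIs summed over monocytes, macrophages and dendritic cells of 1 library per group; error bars are 95% intervals for counting error and the line marks a ratio of 1. M2-like* stands for the block of M2-like, resident and proliferating genes. Nos2 has the highest ratio, 8.98, and Cd209a, with 0.361, lies near the lowest.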

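Of the 21 genes in the M2-like block of Fig. 2G, which includes tissue-resident and proliferation genes, 18 had a lower summed level in the combination than in isotype control, 20 than with single antibody A and 21 than with single antibody B. With size factors by the median of ratios the count against isotype control was 15, since this scaling shifts the median of all genes by 0.11 on the log2 scale. The lowest ratio to isotype control was that of Gas6 (ENSMUSG00000031451; chromosome 8, 13465374 to 13494490), which fell from 75.3 to 30.9 CPM, a ratio of 0.410 (0.394 to 0.426), with 90.4 CPM with A and 84.5 CPM with B. Folr2, with a ratio of 1.11 (1.08 to 1.14), Timp2, with 1.05 (1.04 to 1.07), and Cd163, with 1.69 (1.29 to 2.25), were higher than in isotype control. Cd163 rested on a low level, of 0.765 CPM in isotype control and 1.30 CPM in the combination, and its ratio was 0.714 without integration.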

Combined αFcγRII_ΔFc_ and ipilimumab treatment increased the number of intratumoral ILC1 cells (Fig. S2H) and fourfold increased total neutrophils (PMN), with a preferential expansion of proinflammatory N1 PMNs, including those positive for CXCL10^+^, compared with the monotherapy group (Figs. 2H- I and S2I). Furthermore, consistent with FcγRII blockade enhancing ipilimumab through reprogramming myeloid cells, MIP-2, IL-1β, and IL-6 were induced or increased in tumors from animals treated with αFcγRII_ΔFc_ and ipilimumab, as quantified by multiplexed cytokine assay (Fig. 2J).

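NK cells and ILC1 were clustered on their own, with 20 principal components and a resolution of 0.5, and a subcluster with macrophage markers was left out. Subclusters in which ILC1 markers stood higher made up 35.4% of 311 cells in isotype control (30.1% to 41.0%), 32.4% of 413 with single antibody A (27.9% to 37.2%), 41.5% of 200 with single antibody B (34.6% to 48.7%) and 50.4% of 405 in the combination (45.4% to 55.4%). The combination stood 1.42-fold over isotype control (1.19 to 1.70), 1.55-fold over A (1.31 to 1.84) and 1.21-fold over B (1.00 to 1.47). In numbers of cells these were 110, 134, 83 and 204. An unnamed subcluster of 122, 188, 86 and 116 cells, in which NK markers scored higher and 2 ILC1 markers were among the leading genes, was counted as not ILC1. With it counted as ILC1, a setting added after results were seen, the shares were 74.6%, 78.0%, 84.5% and 79.0%, and the ratio was 1.06 to isotype control (0.976 to 1.15), 1.01 to A (0.943 to 1.09) and 0.935 to B (0.865 to 1.01). With it left out, the ratio was 1.21 to isotype control and 1.19 to A, with lower limits of 1.05 and 1.04, and 0.970 to B (0.847 to 1.11). By a UMI of Itga1 or Cd200r1 and none of Eomes, without the names of subclusters, the ratio was 1.48 to isotype control (1.04 to 2.12), 1.27 to A (0.941 to 1.72) and 1.18 to B (0.814 to 1.71). The rise over isotype control was thus within counting error only with this subcluster counted as ILC1, and that over B was within counting error or absent by each of these 3 definitions. The ratio to isotype control moved most, to 1.99, when ILC1 were taken over all cells.

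Neutrophils (polymorphonuclear cells) made up 1.43% of cells in isotype control (1.18% to 1.72%), 1.52% with A (1.23% to 1.86%), 0.813% with B (0.598% to 1.08%) and 6.32% in the combination (5.77% to 6.90%), or 111, 92, 47 and 456 cells. The combination stood 4.40-fold over isotype control (3.59 to 5.41), 4.15-fold over A (3.33 to 5.18) and 7.77-fold over B (5.76 to 10.5), and at least 1000 detected genes per cell gave 5.10 over isotype control. The rise over isotype control lay in 1 of the neutrophil clusters, with 77, 75, 31 and 421 cells, and the other held 34, 17, 16 and 35. This other cluster also held more cells in the combination than with A and B. Most cells of the cluster with 421 cells came from the combination library, so that a property of this library cannot be separated from one of these cells.

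Cxcl10 (ENSMUSG00000034855) lies on chromosome 5 from 92346638 to 92348889. After neutrophils were drawn down to 1908 UMIs, from medians of 2951, 3129, 3479 and 3176, with 9, 5, 4 and 53 cells left out, those with a Cxcl10 UMI made up 11.8% of 102 in isotype control (6.23% to 19.6%), 18.4% of 87 with A (10.9% to 28.1%), 18.6% of 43 with B (8.39% to 33.4%) and 29.3% of 403 in the combination (24.9% to 34.0%). The ratio of the combination to isotype control was 2.49 (1.43 to 4.33), and those to A, 1.59 (0.997 to 2.54), and to B, 1.57 (0.827 to 2.99), were within counting error. Without drawing down the shares were 15.3%, 23.9%, 23.4% and 34.4%. A minimum of 3 Cxcl10 UMIs moved the ratio to isotype control to 8.10 (2.02 to 32.5), on 2 cells in isotype control and 64 in the combination. The ratios to A and B stayed within counting error under every alternative, none above 1.73 and 2.01. Among T, NK and ILC1 cells with a median of 4780 UMIs the share was 3.83%. The summed level of Cxcl10 in neutrophils was 125, 938, 421 and 1158 CPM. Of the 21 genes of Fig. S2I, 19 were higher in the combination than in isotype control, 17 of them beyond counting error, 17 than with A, 10 of them beyond it, and 16 than with B, 13 of them beyond it. The legend gives these genes protumorigenic or antitumorigenic functions, so these numbers have no direction in function. Counting error here leaves out variation between neutrophils, of which isotype control held 111. Cd101, with a ratio of 0.383 (0.273 to 0.543), and Ccl5, with 0.797 (0.687 to 0.927), were lower than in isotype control, and the ratio of Ccl5 was 1.13 with the clustering on fewer principal components.

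**Figure D3:**
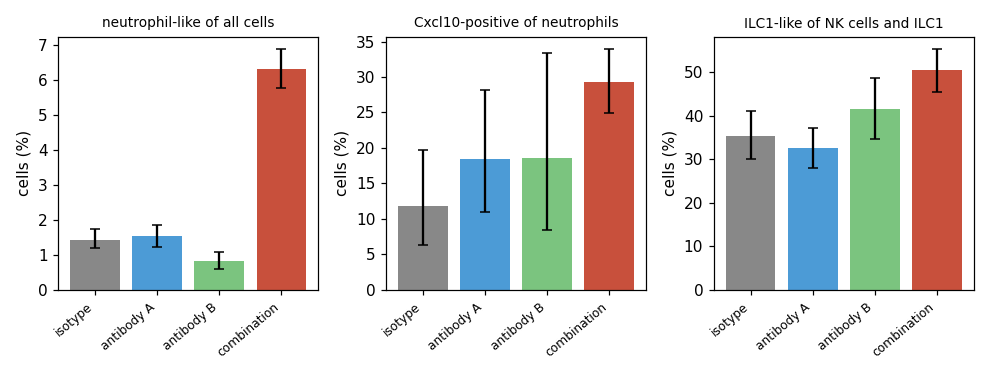
Share of neutrophils in all cells (left), of neutrophils with a Cxcl10 UMI (middle) and of ILC1 in NK cells and ILC1 (right), in percent of cells, for 1 library per group; error bars are 95% exact binomial intervals. Each share is highest in the combination, at 6.32%, 29.3% and 50.4%, with an unnamed subcluster counted as not ILC1.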

### αFcγRII_ΔFc_ enables low-dose αCTLA-4-based dual immune checkpoint blockade for rejection of poorly T cell-infiltrated tumors

Dual treatment with αCTLA-4 and αPD-1 mAb increases ICB efficacy [32]. It is required for activity in particularly resistant cancer patients, e.g., those with mismatch-repair proficient colorectal cancer [33] and those who have relapsed on prior ICB therapy [3]. However, dose-dependent toxicity limits the use of available αCTLA-4 mAb-based regimens [34–36]. Given αFcγRII_ΔFc_’s enhancing effects on αCTLA-4 efficacy and Treg depletion, we tested whether it could increase the efficacy of safe, low doses of αCTLA-4. αCTLA-4 dose-dependent antitumor activity was confirmed by treating MC38 tumor-bearing mice with 10, 2, or 0.4 mg/kg of antibody (Fig. 3A and B). As expected, maximal efficacy was observed with 10 mg/kg αCTLA-4, equivalent to the highest tested, maximally efficacious, but toxic dose in human cancer patients. Dosing at 2 mg/kg, intermediate between the two clinically approved αCTLA-4 doses of 1 and 3 mg/kg, was also efficacious, whereas 0.4 mg/kg had little or no antitumor activity. Strikingly, coadministration of αFcγRII_ΔFc_ with the clinically relevant 2 mg/kg dose of αCTLA-4 enhanced efficacy to that of the maximally efficacious but toxic 10 mg/kg dose.

**Fig. 3:**
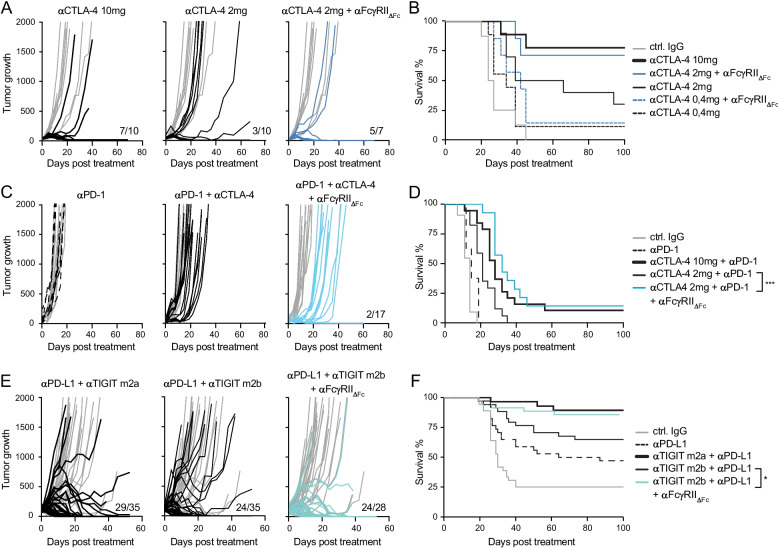
αFcγRII_ΔFc_ enhances both low-dose αCTLA-4 and αTIGIT treatment for tumor rejection. **A** Tumor growth and **B** survival of C57BL/6 mice bearing MC38 tumors. Mice were treated three times with indicated doses of αCTLA-4, alone or in combination with αFcγRII_ΔFc_ with the control IgG also shown. Tumors were ca. 50 mm^3^ at start of treatment. Numbers in the graph indicate totally cured mice/total number of mice in the group for the αCTLA4 treatments. One representative experiment out of 3 is shown. **C** Tumor growth and **D** survival of C57BL/6 mice bearing B16 tumors. Mice were treated when tumors were ca. 50 mm^3^ with 2 or 10 mg/kg of αCTLA-4 and αPD-1 (10 mg/kg), combined with αFcγRII_ΔFc_ when indicated. Results are pooled from 2 experiments with n = 17–20 mice per group. ***P < 0.001 using log-rank test. **E** Tumor growth and **F** survival of C57BL/6 mice bearing CT26 tumors. Mice were treated three times when tumors were ca. 100–150 mm^3^ with 10 mg/kg of αTIGIT and αPD-L1 (10 mg/kg), combined with 20 mg/kg of αFcγRII_ΔFc_ when indicated. Results are pooled from 4 experiments with n = 28–35 mice per group. *P < 0.05 using log-rank test

We next assessed whether adding αFcγRII_ΔFc_ to a combination of low-dose αCTLA-4 mAb and maximally efficacious αPD-1 mAb could enable rejection of poorly CD8^+^ T cell-infiltrated B16 tumors transplanted into syngeneic C57BL/6 mice. The highly resistant nature of this cancer model was confirmed by the absence of surviving mice after treatment with a control antibody, low-dose αCTLA-4, αPD-1, or the combination of low-dose αCTLA-4 and αPD-1. Again, adding αFcγRII_ΔFc_ to low-dose αCTLA-4/αPD-1 converted the regimen into an effective one, as shown by delayed tumor growth (Fig. 3C) and an increased proportion of surviving mice (Fig. 3D).

### Selective FcγRII blockade enhances αTIGIT

Like αCTLA-4, αTIGIT antibodies were recently shown to confer FcγR-dependent antitumor activity, thereby improving the efficacy of αPD-L1 immune checkpoint blockade [17]. αTIGIT efficacy and tumor microenvironment remodeling were greater with high A:I FcγR engagement ratio antibody isotypes, suggesting that activating FcγRs augment antitumor activity and that FcγRIIB reduces it. We therefore tested whether selective FcγRIIB blockade with αFcγRII_ΔFc_ could enhance αTIGIT during αPD-L1-based immune checkpoint blockade, using an analogous experimental setup [17]. Tumor-bearing CT26 mice were treated with αTIGIT and αPD-L1, with or without αFcγRII_ΔFc_. For the TIGIT antibody, we chose the mIgG2b isotype to mimic the balanced FcγR A:I engagement ratio of clinically relevant FcγR-engaging αTIGIT antibodies, e.g., tiragolumab. For the αPD-L1 antibody, the weakly FcγR-engaging mIgG1 isotype was used. As observed with αCTLA-4, FcγRII blockade with αFcγRII_ΔFc_ enhanced antitumor activity and improved survival in αTIGIT + αPD-L1-treated animals (Fig. 3E and F). Consistent with a high A:I FcγR engagement ratio determining αTIGIT efficacy, combined treatment with αTIGIT mIgG2b antibody and FcγRII blockade similarly enhanced αPD-L1 compared to a mIgG2a αTIGIT antibody with a high FcγR A:I engagement ratio (Fig. 3E and F).

### αFcγRII enhancement of αPD-1 mAb requires an FcγR-binding Fc-domain

αPD-1/PD-L1 antibodies, owing to their broad efficacy and favorable tolerability, constitute the backbone of ICB and are approved for more than 40 cancer types [1]. Most approved αPD-(L)1 regimens do not include αCTLA-4 or other immune checkpoint inhibitors. Consequently, drugs that enhance αPD-1 and overcome αPD-1 resistance address a significant unmet medical need. Our data indicated that αFcγRII_ΔFc,_ while potently enhancing αCTLA-4 monotherapy and CTLA-4/PD-1 combination ICB, did not modulate or enhance αPD-1 (Fig. 1). Instead, only the αFcγRII_wt_ antibody variant, equipped with an FcγR-binding Fc domain, improved αPD-1 efficacy. These observations prompted us to analyze the mechanisms underlying αFcγRII_wt_’s αPD-1-enhancing effects.

We first confirmed previous observations that FcγR-engagement reduces αPD-1 efficacy, using αPD-1 variant antibodies that preferentially engage activating FcγRs (mIgG2a, high FcγR A: I engagement ratio), the inhibitory FcγRII (mIgG1, low FcγR A: I engagement ratio), or no FcγRs (mIgG1_N297A_). Accordingly, in vivo αPD-1 efficacy ranked mIgG1_N297A_ > mIgG1 > > mIgG2a, i.e., in order of decreasing FcγR engagement, as demonstrated by reduced tumor growth and improved survival in MC38 tumor-bearing animals (Fig. 4A). Next, we assessed the protective effects of αFcγRII_wt_ and αFcγRII_ΔFc_ on αPD-1 in vivo antitumor activity using weakly (mIgG1) or strongly (mIgG2a) activating FcγR-engaging αPD-1 variants. As observed with the hIgG_4_-mimicking, moderately FcγR-engaging, rIgG2a αPD-1 antibody, combined treatment with αFcγRII_wt_, but not αFcγRII_ΔFc_, enhanced the efficacy of the weakly FcγR-engaging αPD-1 mIgG1 and, remarkably, overcame resistance to the strongly FcγR-engaging αPD-1 mIgG2a antibody, as assessed by reduced tumor growth and improved animal survival (Fig. 4B).

**Fig. 4:**
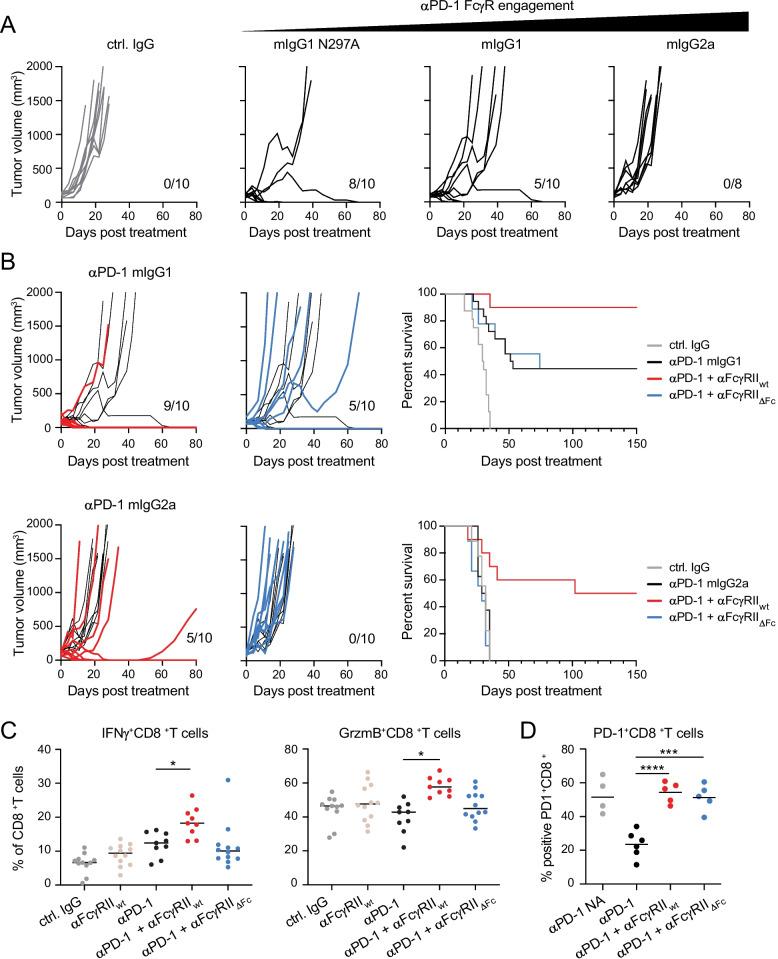
αFcγRII_wt_ enhances αPD-1 treatment for tumor rejection. **A** Tumor growth in MC38 tumor-bearing mice treated three times with αPD-1 (10 mg/kg) in different isotype formats compared to negative control IgG, alone or **B** in combination with 10 mg/kg of αFcγRII_wt_ or αFcγRII_ΔFc_. Tumors were ca. 100 mm^3^ at start of treatment. Numbers in the graph indicate totally cured mice/total number of mice in the group. **C** MC38 tumor-bearing mice were treated with 25 mg/kg of αFcγRII_ΔFc_ or αFcγRII_wt_ in combination with αPD-1 in comparison to αPD-1, αFcγRII_wt_ or control IgG alone on day 0, 3 and 7. Tumors were analyzed by flow cytometry on day 4 and 8 after treatment start. Each dot represents one mouse. **P < 0.01, *P < 0.05 using ordinary one-way ANOVA. **D** In vivo trogocytosis of αPD-1 from CD8^+^ T cells. MC38 tumor-bearing mice were treated (i.v) with αPD-1 or αPD-1-N297A labeled with AF647. Two groups were pretreated with αFcγRII_ΔFc_ or αFcγRII_wt_. The CD8^+^ cells in the tumors were analyzed for αPD-1 staining 1 h post injection. Each dot represents one mouse. ****P < 0.0001, ***P < 0.001 by ordinary one-way ANOVA

Our finding that αFcγRII antibodies required an FcγR binding Fc domain to enhance αPD-1 demonstrated that αFcγRII-blockade alone was insufficient to enhance αPD-1. Previous reports indicated roles for both activating and inhibitory FcγRs, limiting αPD-1 therapeutic efficacy through macrophage-mediated depletion (ADCP) of αPD-1-coated CD8^+^ T cells and trogocytosis (transfer) of T cell-bound αPD-1 antibodies from CD8^+^ T cells, respectively. We assessed the relevance of these mechanisms to αFcγRII modulation of αPD-1 in vivo*.* Combined treatment with αFcγRII_wt_, but not αFcγRII_ΔFc_, and αPD-1 increased intratumoral activated CD8^+^ T cells (Figs. 4C and S3A). In contrast, both αFcγRII_wt_ and αFcγRII_ΔFc_ similarly prevented in vivo macrophage-mediated trogocytosis of αPD-1 from CD8^+^ T cells (Fig. 4D).

### Human αFcγRIIB_wt_ blocks macrophage phagocytosis of nivolumab and pembrolizumab-treated T cells with clinically relevant PD-1 expression

Our results demonstrated that αFcγRIIB antibodies required an FcγR-binding Fc domain to enhance αPD-1 in vivo and suggested that αFcγRIIB_wt_ achieves this by sparing αPD-1-coated CD8^+^ T cells from macrophage-mediated depletion rather than by reducing the transfer (trogocytosis) of αPD-1 antibodies from T cells to macrophages. We assessed the human relevance of these mechanisms for αFcγRIIB modulation of αPD-1 using a co-culture system in which Jurkat cells expressing intratumorally relevant levels of PD-1 (Fig. 5A and B) were co-cultured with FcγR-expressing monocyte-derived macrophages (MDM) (Fig. 5C). Jurkat-PD-1/macrophage co-cultures were treated with human αPD-1 antibodies nivolumab or pembrolizumab in the presence or absence of clinically relevant human αFcγRIIB_wt_ (BI-1206) or αFcγRIIB_ΔFc_ (BI-1607) mAb, and macrophage phagocytosis of Jurkat-PD-1 cells (Fig. 5D-F) or macrophage trogocytosis of αPD-1 from Jurkat-PD-1^+^ T cells (Fig. 5G) was assessed. The human αPD-1 antibodies mediated macrophage phagocytosis of Jurkat-PD-1 cells. Strikingly, αFcγRIIB_wt_ (BI-1206) but not αFcγRIIB_ΔFc_ (BI-1607) completely blocked αPD-1-mediated phagocytosis (Fig. 5D-E). Moreover, a similar result was observed using in vitro-activated primary human T cells as targets, where only αFcγRIIB_wt_ inhibited αPD-1-mediated phagocytosis of target cells (Fig. 5F). In contrast, and as observed in vivo, both αFcγRIIB_wt_ (BI-1206) and αFcγRIIB_ΔFc_ (BI-1607) reduced αPD-1 trogocytosis, as shown by decreased αPD-1 mAb transfer to the macrophage surface (Fig. 5G).

**Fig. 5:**
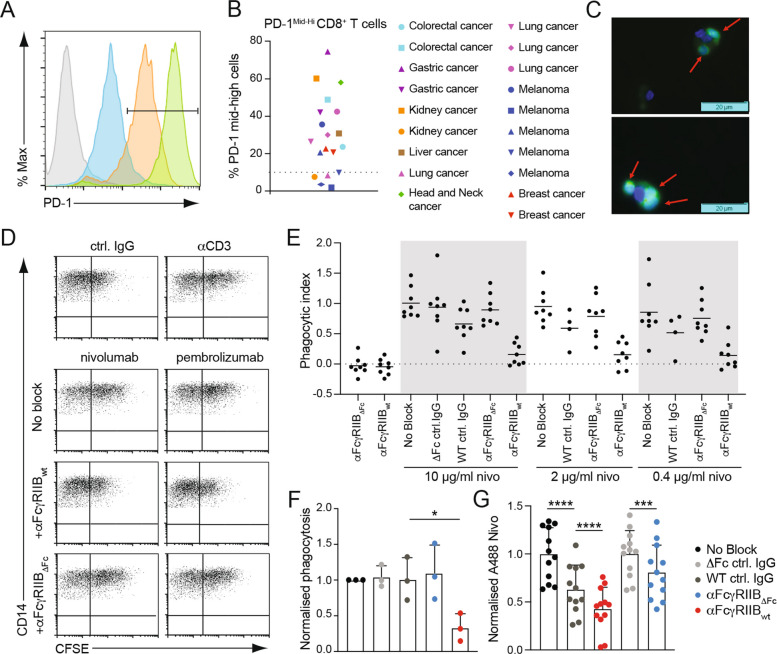
Human αFcγRIIB_wt_ blocks phagocytosis of αPD-1 treated T cells. **A** Transfected Jurkat cells expressing different levels of PD-1. Blue = low; orange = mid; high = green. **B** % intratumoral CD8^+^ T cells in different human tumor tissues expressing PD-1 and equivalent levels to mid-high Jurkat cells. **C** Fluorescence microscopy pictures of αPD1-mediated phagocytosis. PD-1 expressing Jurkat cells (CFSE-labelled; green) were opsonized with nivolumab and co-cultured with FcγR-expressing monocyte-derived macrophages (MDM). CFSE^+^CD14^+^ cells were FACS sorted onto microscope slides and counterstained with DAPI. Arrows indicate phagocytosed target cells. **D**-**E** CFSE-labelled, αPD-1 opsonized Jurkat-hPD1 high cells were incubated with αFcγRIIB-treated or untreated MDMs and **D** assessed by flow cytometry for the level of phagocytosis, determined as CFSE^+^ CD14^+^ macrophages as a percentage of total macrophages. **E** Results presented for titrated doses of nivolumab, normalized to control (αCD3 hIgG1 = 1) with each point representing an MDM donor. **F** Assay was performed as in D-E) using in vivo αCD3/αCD28 dynabeads activated human T cells and donor matched MDM. Results are shown as degree of target cell phagocytosis normalized to control. Each dot represents one T cell donor. **G** αPD-1 trogocytosis. Jurkat cells expressing human PD-1 were opsonised with A488-labelled nivolumab and co-cultured with MDM. Trogocytosis was assessed as the level of A488-labelled αPD-1 on macrophages determined by flow cytometry. Each point represents a single MDM donor. ****P < 0.0001, ***P < 0.001*P < 0.05 by one-way ANOVA

### Immune checkpoint subcellular expression determines FcγR blockade requirements

Our results demonstrated that tailored FcγR blockade effectively enhances the in vivo therapeutic activity of immune checkpoint-blocking antibodies. We and others have previously shown that intratumoral Tregs express higher levels of CTLA-4 than CD8^+^ T cells [11, 12, 37]. Accordingly, Tregs are more sensitive to depletion by an αCTLA-4 antibody. Conversely, intratumoral CD8^+^ T cells express higher levels of PD-1 than Tregs and are therefore more sensitive to depletion by an αPD-1 antibody [12] (Figs. 4C and S3B-C). Accordingly, Fc:FcγR-silenced αFcγRII enhanced αCTLA-4, whereas Fc:FcγR-proficient αFcγRII boosted αPD-1, correlating with enhanced and blunted depletion of CTLA-4^High^ Treg cells and PD-1^High^ effector CD8^+^ T cells [11, 12, 37], respectively. Neither FcγRII-blocking antibody variant showed single-agent antitumor activity or modulated TIL numbers, suggesting that the observed effects did not result from depletion of FcγRII-expressing cells themselves but rather from modulation of αCTLA-4 and αPD-1 antibody interactions with FcγRs. We therefore hypothesized that the differential boosting effects of FcγR-silenced and FcγR-proficient αFcγRII in each case related to their ability to either bind and block FcγRII selectively through Fv-mediated interactions (Fc-silenced αFcγRII) or bind and block all FcγR through a combination of Fv- and Fc-mediated interactions (Fc:FcγR-proficient αFcγRII) once bound to the target cell surface through FcγRII.

We tested this in vivo and in vitro, assessing the availability of free, unbound, activating Fc gamma receptors and FcγRIIB, and the resulting A:I ratio on macrophages following treatment with αFcγRII(B)_wt_ or αFcγRII(B)_ΔFc_ mAb. Consistent with our hypothesis, macrophages isolated from animals treated with αFcγRII_ΔFc_ showed improved A:I ratios, whereas macrophages treated with FcγRII_wt_ showed blunted FcγR availability (Fig. 6A). The analogous findings were made with the human-relevant therapeutic antibodies in the T cell/macrophage co-culture system in vitro. While the Fc:FcγR-impaired αFcγRIIB antibody BI-1607 improved A:I ratios by selectively blocking the inhibitory FcγRIIB, the Fc:FcγR-proficient αFcγRIIB antibody BI-1206 reduced both inhibitory and activating macrophage FcγRs (Fig. 6B).

**Fig. 6:**
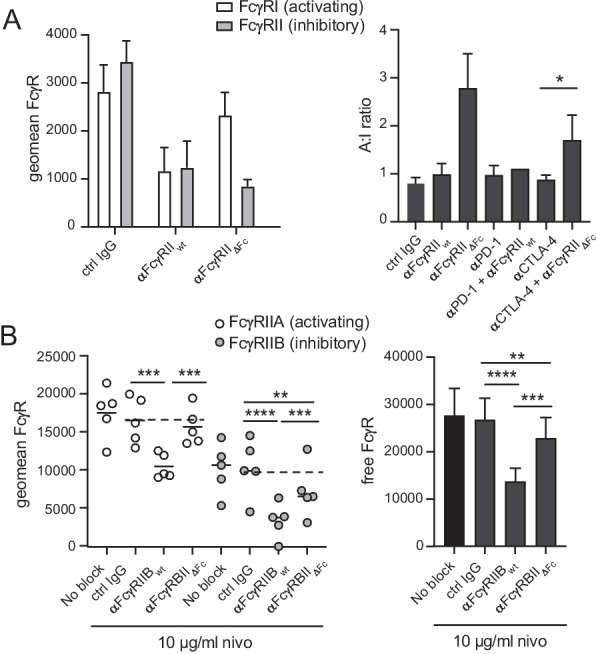
Access or blockade of FcγR in vitro and in vivo determines ICB outcomes. **A** MC38 tumor-bearing C57BL/6 mice received three treatments (with 10 mg/kg per antibody per injection) when tumors reached ca. 150 mm^3^. Tumors were taken 24 h after the last treatment, and FcγRs on myeloid cells assessed by flow cytometry. Free, unbound, activating FcγRs and inhibitory FcγRII, and the resulting A:I ratio following treatment with αFcγRII_wt_ or αFcγRII_ΔFc_. *P < 0.05 by Student’s t-test. **B** CFSE-labelled, αPD-1 opsonized Jurkat-hPD1 high cells were incubated with αFcγRIIB-treated or untreated MDM. Following co-culture, MDM were stained with αFcγRIIB and αFcγRIIA antibodies and analysed by flow cytometry. Geometric mean of individual receptors is shown in the left graph and total fluorescence in the graph to the right ****P < 0.0001, ***P < 0.001, **P < 0.01 by 2way ANOVA

## Discussion

Several activating and a single inhibitory FcγR regulate the efficacy of tumor-targeting and immune-modulatory antibodies by promoting and reducing, respectively, Fc-dependent activation of FcγR-expressing immune effector cells [9, 10]. Accordingly, preclinical and clinical data demonstrate that αCTLA-4, αTIGIT, and other antibodies depend on activating FcγRs to trigger Treg depletion [13], myeloid reprogramming, and robust CD8^+^ T cell antitumor immunity [14], mechanisms that underlie improved survival in ICB-responding cancers such as lung cancer [17]. Critically, FcγR-dependent mechanisms may extend the clinical benefit of ICB to otherwise resistant cancers, e.g., microsatellite stable colorectal cancer [33], and to patients who have relapsed on αPD-1 [3]. Accordingly, Fc-engineered FcγR-enhanced αCTLA-4 mAbs are being developed to treat poorly immunogenic and ICB-refractory cancers [38].

We are exploring tailored FcγR blockade as an alternative to Fc engineering to improve FcγR engagement. Here, we showed that FcγR blockade with Fc-mutant and wild-type αFcγRIIB antibodies enhanced αCTLA-4 and αPD-1 efficacy, respectively. The ability of αFcγRIIB_ΔFc_ to enhance αCTLA-4 mAb efficacy matched αCTLA-4’s known reliance on activating FcγRs, correlating with deeper Treg depletion, myeloid reprogramming, and CD8^+^ T cell activation. Interestingly, αFcγRIIB_ΔFc_ also induced intratumoral CXCL10, part of the CXCL9/10/11-CXCR3 axis responsible for recruiting CD8^+^ and CD4^+^ T cells from lymph nodes to the tumor bed [39], predicting response to ICB [40], and extending ICB activity to otherwise resistant, poorly CD8^+^ T cell-infiltrated “cold” tumors [41]. Accordingly, αFcγRIIB_ΔFc,_ besides enhancing low-dose αCTLA-4 efficacy to fully therapeutic levels in the ICB partially responsive MC38 tumor model, extended its activity to the poorly CD8^+^ T cell-infiltrated ICB-resistant B16 tumor model. Without FcγRIIB blockade, such efficacy required an αCTLA-4 dose of 10 mg/kg, which is a clinically prohibitive dose owing to its severe toxicity [42]. Whether CTLA-4 mAb efficacy can be separated from its toxicity remains a topic of debate [43–45]. While only human clinical trials can answer this question, given the lack of tox-predictive mouse models, independent observations support the clinical relevance of low-dose αFcγRIIB_ΔFc_-enhanced αCTLA-4. Notably, hIgG1 ipilimumab and hIgG2 tremelimumab show similar toxicities at comparable exposure levels [34–36], suggesting that systemic blockade of the CTLA-4:B7 immune checkpoint, rather than FcγR engagement, is the primary cause of toxicity.

In contrast, as discussed above, preclinical and clinical data demonstrate that tumor-associated FcγR-engagement enhances αCTLA-4 efficacy and is required for activity in poorly CD8^+^ T cell-infiltrated and ICB-refractory cancers [11, 37]. Notably, FcγRIIB is upregulated in the tumor microenvironment but shows limited expression on blood myeloid cells and is not expressed on NK cell effectors [8, 11, 46, 47]. Relative to Fc-enhanced αCTLA-4 mAbs, which are engineered to bind strongly to the activating FcγRIIA and FcγRIIIA ubiquitously expressed in blood, targeting FcγRIIB may offer a more tumor-selective approach to enhance antibody immunotherapy. We recently demonstrated the safety of this approach in the context of tumor-targeting antibody immunotherapy by co-administering the FcγRIIB-blocking antibody BI-1607 with trastuzumab in breast cancer patients [23].

While combined ICB with FcγR-engaging mAb, e.g., αCTLA-4, is required for efficacy in poorly CD8^+^ T cell-infiltrated tumors, αPD-(L)1 single ICB, owing to its superior tolerability, is the most widely approved ICB and the preferred treatment in T cell-inflamed cancers. Enhancing efficacy and overcoming resistance to αPD-1 ICB has tremendous medical potential. In this setting, we find that αFcγRIIB_wt_ enhances therapeutic efficacy by blunting αPD-1 engagement of both inhibitory and activating FcγRs. This was demonstrated by αFcγRIIB_wt_ exclusively restoring and enhancing FcγR-engaging αPD-1 antibodies in vivo and by sparing activated PD-1 high-expressing T cells treated with pembrolizumab or nivolumab from macrophage phagocytosis in vitro and in vivo. These observations were consistent with the differential effects of αFcγRII_ΔFc_ and αFcγRII_wt_ on αCTLA-4, with αFcγRII_ΔFc_ promoting, and αFcγRII_wt_ reducing αCTLA-4 antibody-mediated ADCP, reflected by decreased Treg and increased CD8^+^ T cells following combination therapy in vivo. In contrast, both antibodies reduced macrophage-mediated αPD-1 antibody trogocytosis. Together, these observations suggest that αFcγRII_wt_ primarily enhances αPD-1 efficacy by reducing macrophage-mediated ADCP of PD-1^+^ CD8^+^ T cells, rather than by preventing αPD-1 trogocytosis. This notion is consistent with earlier observations that both activating and inhibitory FcγRs mediate trogocytosis [48], and align with previous observations that macrophage-dependent phagocytosis controls antibody efficacy and target cell depletion in vivo [12, 49–54]. A detrimental role for FcγRs in αPD-1-based therapy has been previously suggested, including with human-relevant αPD-1 antibodies of the hIgG4 isotype [18, 19, 55]. Consistent with the hIgG4 isotype being a relatively poor engager of FcγRs compared with hIgG1, we find that macrophage phagocytosis of human T cells coated with nivolumab or pembrolizumab required robust yet clinically relevant PD-1 expression. In contrast to CTLA-4, which is most highly expressed on intratumoral Treg cells, PD-1 is progressively increased with activation on effector CD8^+^ T cells and in exhausted CD8^+^ T cell states sensitive to αPD-1 ICB. Sparing and maximizing the activity of these critical effector cells, e.g., by minimizing FcγR-dependent depletion, is highly warranted. Interestingly, while intratumoral anti-PD-1 engagement is associated with deleterious effects that compromise efficacy, recent data suggest that low anti-PD-1 engagement of FcγRs in tumor-draining lymph nodes (TDLN) may be beneficial [56]. FcγR engagement was shown to mobilize immune cells, including tumor-specific CD8 + T cells, in the TDLN. Increased CD8 + T cell mobilization was associated with improved therapeutic responses. Our tailored approach to FcγR blockade provides an attractive strategy for spatiotemporally tuning FcγR engagement. It would be interesting to assess whether staggered treatment with a single-agent Fc-engaging αPD-1, followed by combined therapy with FcγRIIBwt, could enhance antitumor CD8 + T cell expansion and αPD-1 efficacy.

Taken together, our results show that FcγRIIB-selective blockade promotes ADCP, whereas pan-FcγR blockade prevents it. Accordingly, our findings suggest that the differential abilities of the antibodies to enhance anti-CTLA-4 and anti-PD-1 efficacy are due to CTLA-4 and PD-1 being more highly expressed on Tregs and CD8^+^ T cells, and Tregs and CD8^+^ T cells being sensitive to αCTLA-4- and αPD-1-mediated ADCP, respectively [11, 12, 37].

## Conclusions

In conclusion, we provide preclinical proof of concept that tailored FcγRIIB blockade with Fc-mutated or wild-type antibodies achieves highly specific FcγRIIB or pan-FcγR blockade, thereby enhancing the efficacy of clinically relevant αCTLA-4 and αPD-1 ICB through distinct mechanisms that respectively enhance or block antibody-mediated ADCP of Treg and CD8^+^ T cells.

Human Fc-tailored αFcγRIIB antibodies BI-1607 (NCT06784648) and BI-1206 (NCT04219254, NCT03571568), which have the potential to enhance ICB efficacy and extend its use to currently untreatable, resistant cancers, are in clinical development.

## Supplementary Information

Additional file 1. Supplemental figures and tables.

## Data Availability

The processed data and raw data (single cell RNA sequencing) have been uploaded to the NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE335831.

## Abbreviations

FcγR: Fc gamma receptor
ICB: Immune checkpoint blockade
mAb: Monoclonal antibody

# Supplementary material for: Tailored FcγR blockade enhances immune checkpoint therapy and overcomes resistance
**Source:** J Exp Clin Cancer Res. 2026 Jul 25;45:167. doi: 10.1186/s13046-026-03785-5
**Supplement:** Supplementary file 1 — Additional file 1. Supplemental figures and tables.

**Supplementary Materials**

**Table S1. Flow cytometry antibodies**

| **Marker** | **Species** | **Fluorophore(s)** | **Clone** | **Supplier** |
| --- | --- | --- | --- | --- |
| CD14 | Human | APC/BV421 | M5E2 | Biolegend |
| PD-1 | Human | PE | EH12.2H7 | Biolegend |
| PD-1 | Human | Alexa647 | 1D6E10 | In-house (BioInvent) |
| CD45 | Human | Alexa700 | HI30 | BD Biosciences |
| CD3 | Human | PercP-Cy5.5 | OKT3 | BD Biosciences |
| CD8 | Human | BV605 | SK1 | BD Biosciences |
| PD-1 | Mouse | BV421 | RMP1-30 | Biolegend |
| CD62L | Mouse | Suberbright600 | MEL-14 | ThermoFisher |
| CD3 | Mouse | BV750  APC-Fire750 | 17A2  KT3.1.1 | Biolegend |
| FoxP3 | Mouse | Alexa488; PE | FKJ-16s | ThermoFisher |
| CD45.2 | Mouse | BB700 | 104 | BD Biosciences |
| CD4 | Mouse | PE/Texas Red  BV750 | RM4-5  GK1.5 | ThermoFisher  Biolegend |
| Ki67 | Mouse | Alexa647 | B56 | BD Biosciences |
| CD8 | Mouse | Alexa700 | 53-6.7 | Biolegend |
| IFN−γ | Mouse | BV421 | XMG1.2 | BD Biosciences |
| CD25 | Mouse | BV605 | PC61 | Biolegend |
| Granzyme B | Mouse | Alexa488 | QA18A28 | Biolegend |
| CX3CR1 | Mouse | PE-Fire810 | SA011A11 | Biolegend |
| TNF | Mouse | APC | MP6-XT22 | BD Biosciences |
| FcγRI | Human | Alexa647 | AT166-2 (F(ab’)_2_) | In-house (Southampton) |
| FcγRIIa | Human | Alexa647 | E08 (hIgG1 N297Q) | In-house (Bioinvent) |
| FcγRIIb | Human | Alexa647 | 6G11 (hIgG1 N297Q) | In-house (Bioinvent) |
| FcγRIII | Human | Alexa647 | 3G8 (F(ab’)_2_) | In-house (Southampton) |

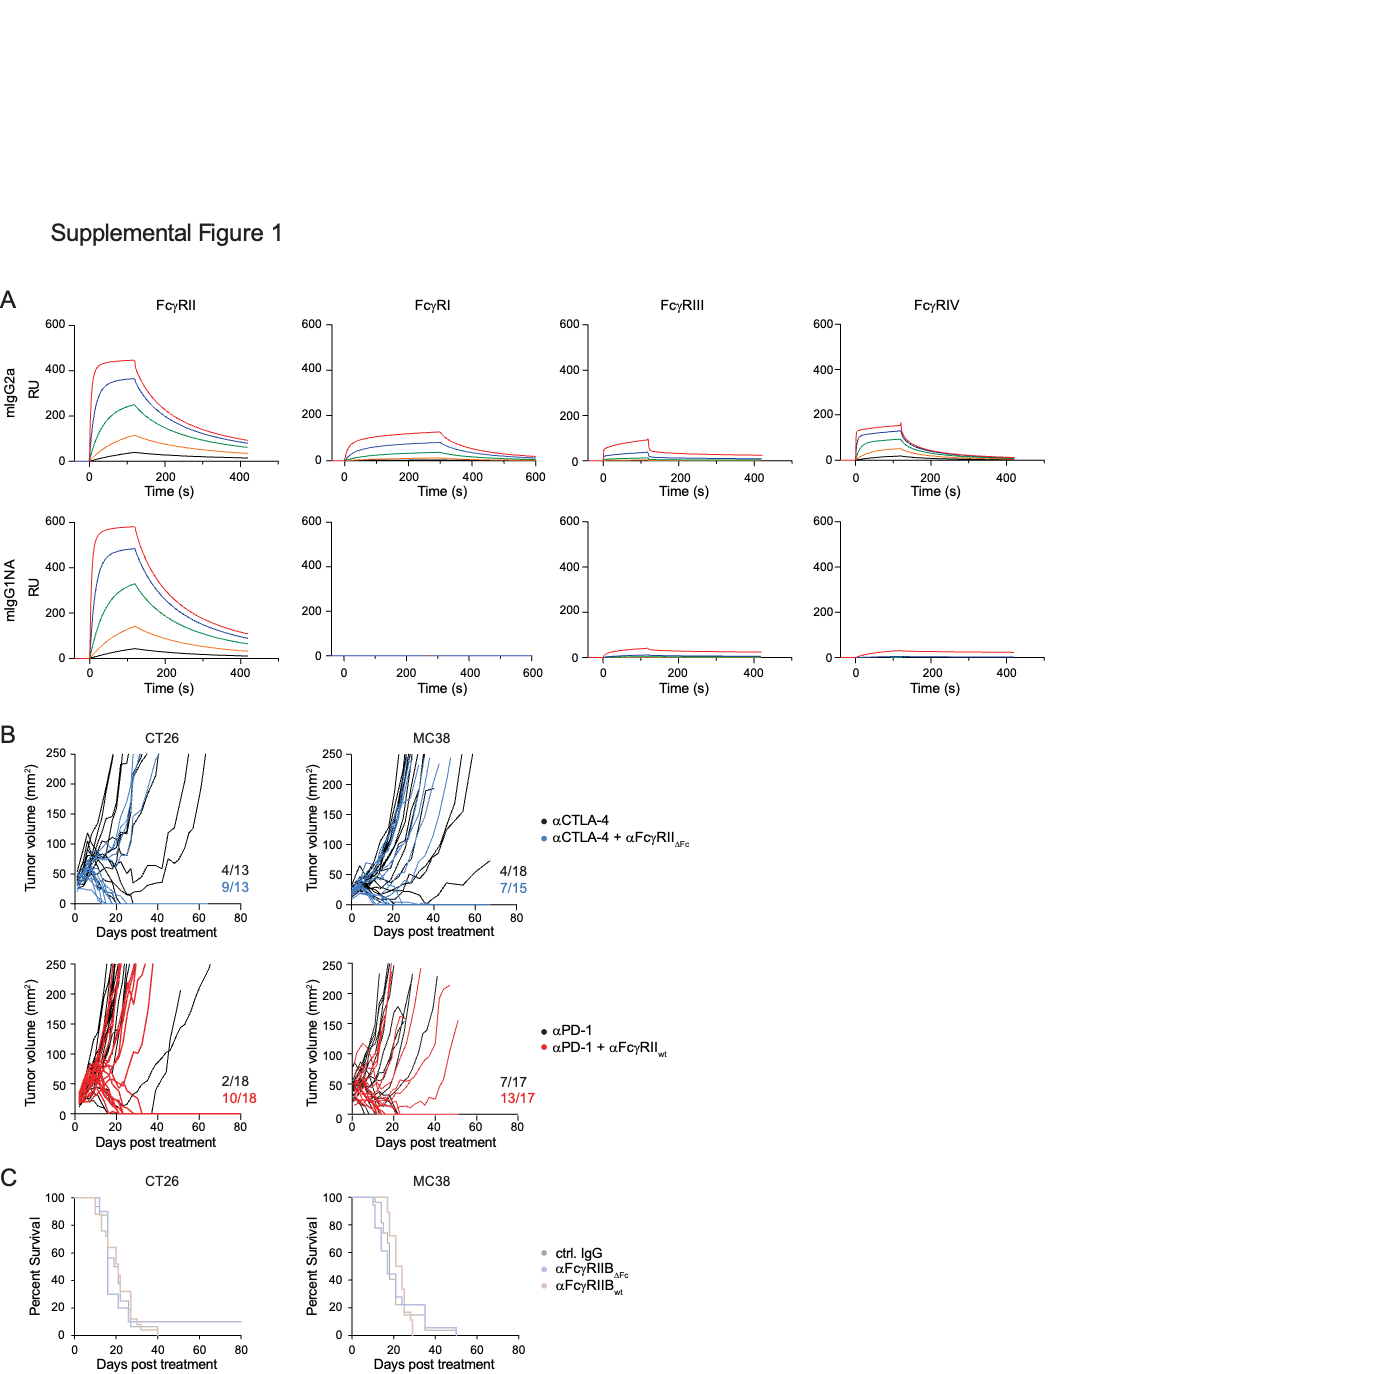

**Fig. S1** αFcγRII_ΔFc_ (mIgG1NA) or αFcγRII_wt_ (mIgG2a) specifically bind to FcγRII and induce antitumor activity in combination with αCTLA-4 and αPD-1, respectively. **(A)**Biacore analysis of immobilised αFcγRII_ΔFc_ or αFcγRII_wt_ binding to mouse FcγR proteins demonstrating antibodies’ specificity. 5-fold dilutions of FcγR were used starting at 100nM for FcγRI and 1000nM for all other FcγR. Representative of 2 independent experiments.  **(B)** Tumor growth curves underlying survival curves shown in Fig. 1. Numbers in the graph indicate totally cured mice / total number of mice in the group. **(C)** Single-agent activity of αFcγRII_ΔFc_ and αFcγRII_wt_ in CT26 and MC38, related to Fig. 1.

**
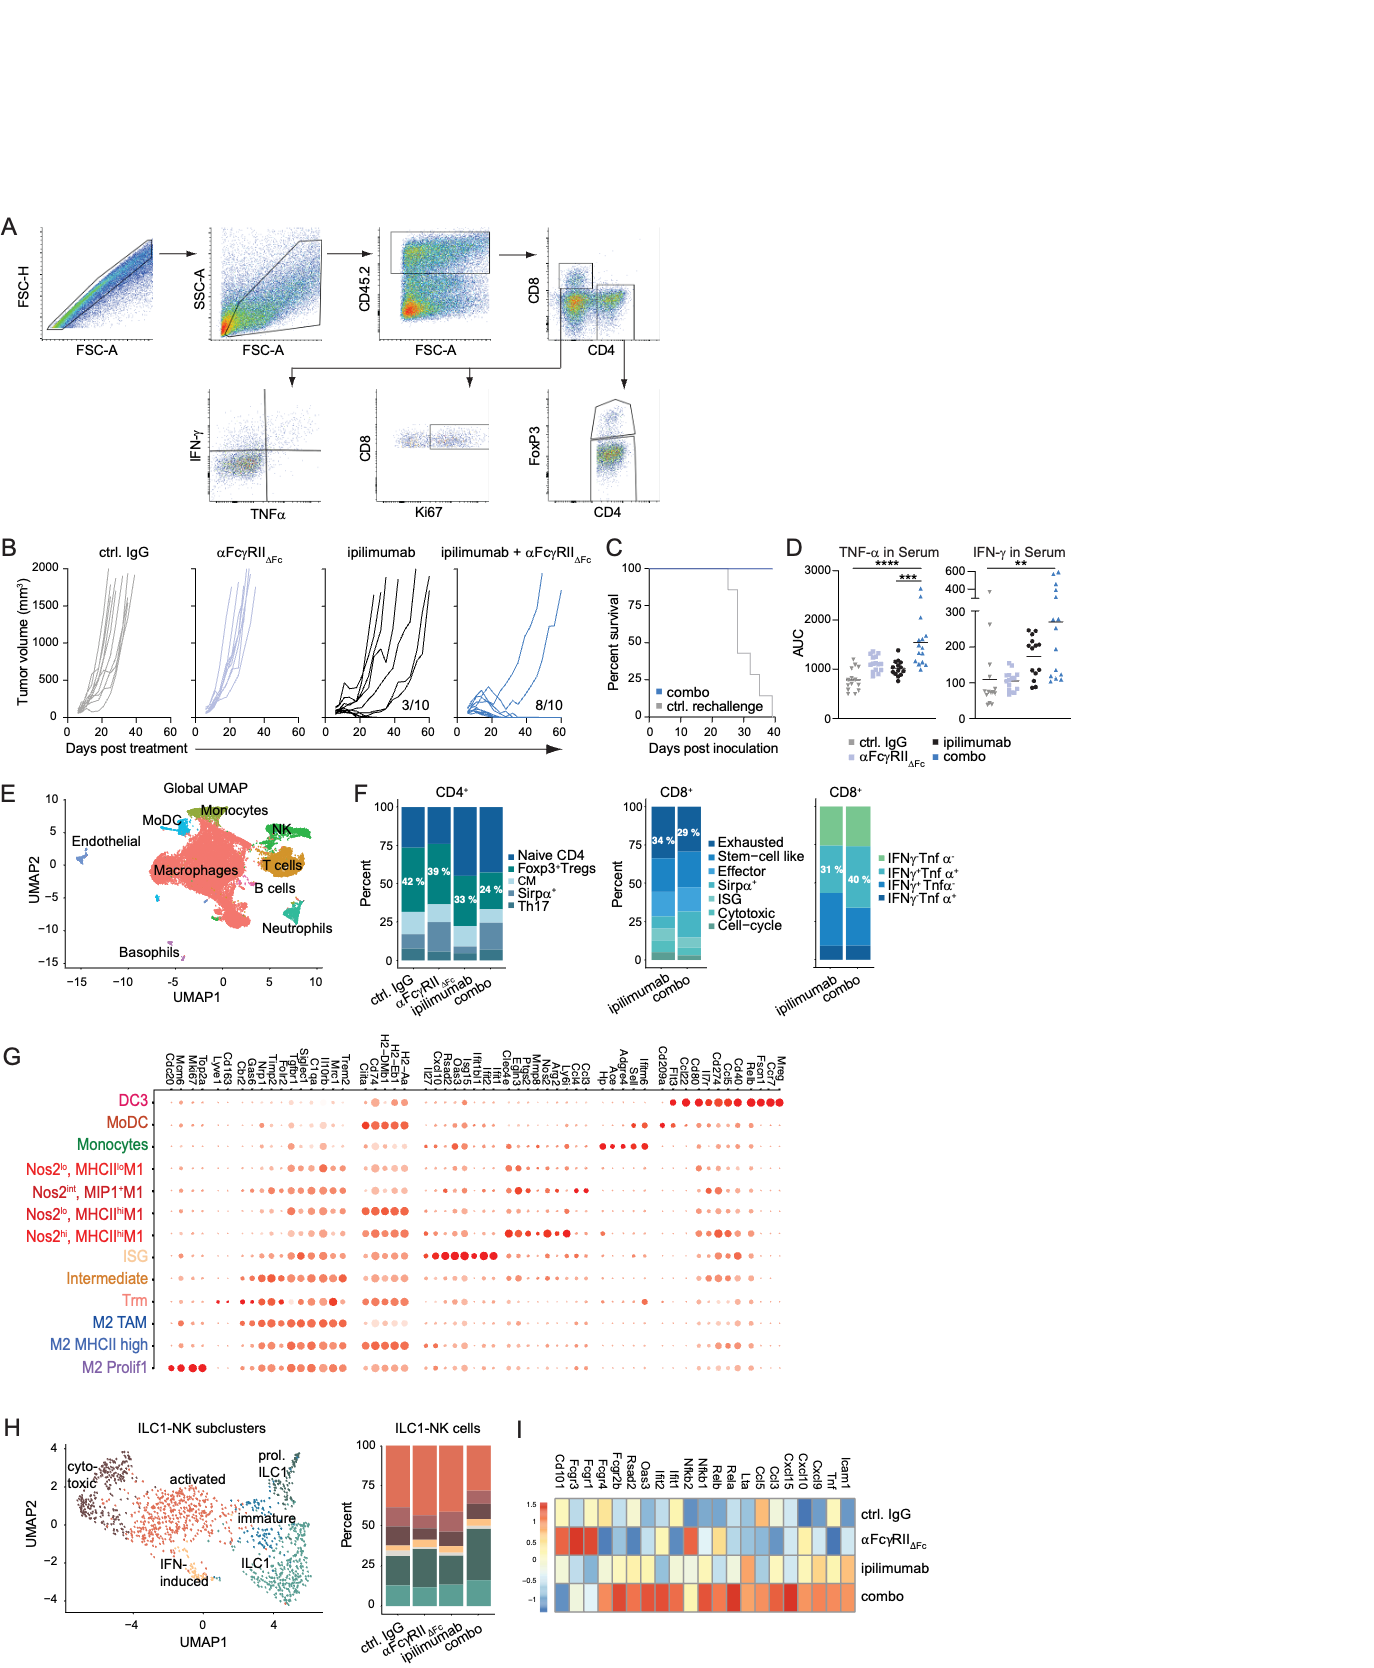
**

**Fig. S2** αFcγRII_ΔFc_ enhances ipilimumab-induced antitumor activity in MC38 tumor-bearing hCTLA-4 transgenic mice. Related to Fig. 2. **(A)**Flow cytometry gating strategy to assess antibody-mediated TIL modulation in MC38 tumor-bearing C57BL/6 mice as shown in Fig. 2A.**(B)**Tumor growth curves underlying survival graphs in Fig. 2B. Numbers in the graph indicate totally cured mice / total number of mice in the group.**(C)** Survival following tumor rechallenge in previously surviving mice from Fig. 2B. Control mice had not previously been challenged or treated. **(D)** Cytokine analysis in serum from MC38 tumor-bearing hCTLA4-transgenic C57BL/6 mice treated as in Fig. 2B. Serum was collected 24, 72, 168 h after treatment start. The increase in IFN-γ and TNF-α in the serum was quantified for each mouse by measuring the area under the curve during the time of the treatment. Results are pooled from three different experiments with each symbol representing an individual mouse and lines representing mean. **** P < 0.0001, *** P < 0.001, **P < 0.01by one-way ANOVA. **(E-I)** scRNA-seq data from CD45^+^ sorted cells isolated from MC38 tumors, related to Fig. 2D-I. **(E)** The UMAP clustering of 26065 cells coloured by immune cell clusters originating from 4 treatments (ctrl. IgG, αFcγRII_ΔFc_, ipilimumab, combination of αFcγRII_ΔFc_ and ipilimumab). Each treatment group contain 5 mice/group. **(F)** CD4^+^(left panel) and CD8^+^ (right panel) T cell distribution **(G)** marker gene expression across myeloid cells. **(H)**UMAP clustering of NK and ILC1 cells by subset, with their quantification across treatment groups shown in the bar plot. **(I)** Heatmap on neutrophils showing the relative expression of genes associated with protumorigenic or antitumorigenic functions.

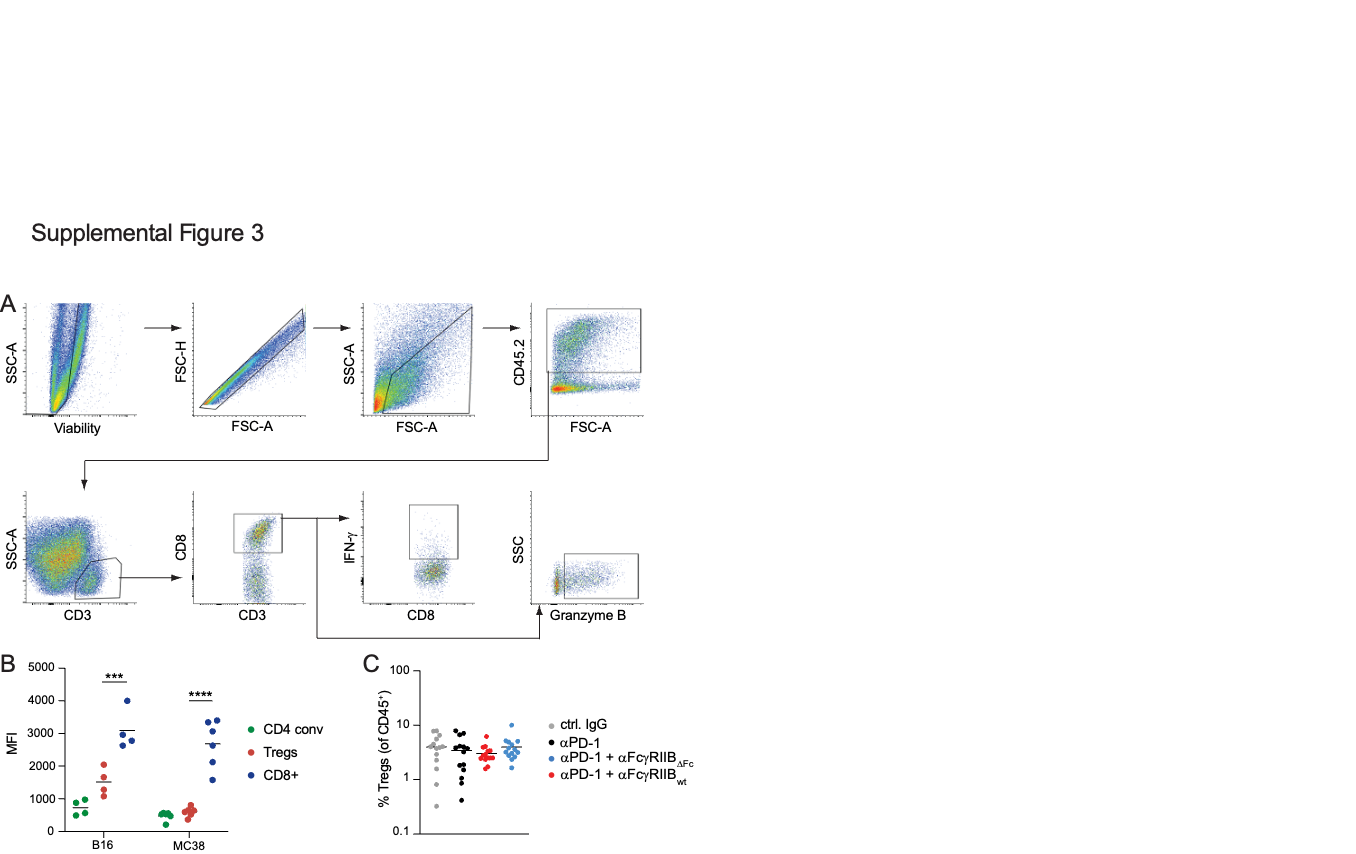

**Fig. S3.** αFcγRII_wt_ enhances αPD-1-induced antitumor activity in MC38 tumor-bearing mice. Related to Fig. 4C. **(A)** Flow cytometry gating strategy to assess intratumoral CD8^+^ T cells in MC38 tumor-bearing C57BL/6 mice, as shown in Fig. 4C.**(B)** PD-1 is expressed at higher levels on tumor-infiltrating CD8+ T cells taken from B16 or MC38 tumors, compared with Treg cells **(***** p<0.001, **** p<0.0001). **(C) α**PD-1 does not induce Treg depletion, and αFcγRIIB does not modulate Treg proportions in αPD-1-treated MC38 tumor-bearing C57BL/6 mice (pooled data from two experiments, *n*=14).

How the deposited data were processed for this re-analysis (not part of the article)

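Single-cell RNA sequencing of CD45-positive cells of MC38 tumors in hCTLA-4 transgenic mice was analysed, with 1 library for each of 4 groups: isotype control IgG, 2 single antibodies and the combination. The values deposited are whole-number UMI counts per gene and cell from Cell Ranger, of barcodes called as cells, before the removal of doublets and low-quality cells that the methods describe. The probe set version and the genome build are not stated in the text of the methods. Genes were placed by Ensembl identifier on the GENCODE annotation of GRCm38. Other experiments of the article were not analysed here.

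The libraries held between 129151823 and 196362818 UMIs. Filters left out 67 cells under 500 detected genes and 48 cells over 10% mitochondrial UMIs, some of them by both. Doublets were scored with Scrublet in scanpy 1.11.5, whereas the authors used DoubletFinder. Its automatic calls differed widely between libraries, at 1227, 1, 2 and 3 cells, so the 5% of cells with the highest scores were left out of each library instead, 1409 cells in all. Normalization, integration and clustering used Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3, where the authors used an earlier Seurat. The rest was computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The cell cycle scoring and the house-keeping gene filter of the methods were not repeated.

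Clusters were named from marker lists fixed beforehand, from the detection of each list's genes and from their place among the 10 leading genes of a cluster. Clusters with markers of both T cells and macrophages were set apart, a rule added after they were seen. A subcluster of T cells led by macrophage genes stayed among the T cells, and 1 of the alternatives leaves such cells out. Shares that need a UMI of a gene were measured in cells drawn down to the 10th percentile of the UMIs of their class over all libraries, and shallower cells were left out. Levels of genes are UMIs summed over the cells of a class, per 1000000 UMIs of that class. Binomial intervals rest on the mean numbers of cells over the draws, rounded, and do not cover the spread between draws. There being 1 library per group, no p-value, standard error or count of changed genes was computed, and each group is confounded with its library.

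The text names the genes that the paper names and, for each of 3 classes, the 5 genes with the largest and the 5 with the smallest ratio of the combination to isotype control, among genes with at least 50 CPM in a library that stood at least 2-fold above, or below, each of the other libraries. The rule was tested on simulated counts with 200 genes changed 4-fold, of which it recovered 100%, 99% and 100%, with 0 false genes. These changes were larger than the 2-fold limit of the rule, so recovery of smaller changes is not shown. Without replicate libraries, the data give no measure of differences between libraries that the treatment did not cause. The 0 false genes thus hold for the simulated counts only and give no rate for the named genes. From the lists of the figures, the genes with the highest and the lowest ratio and those that went against the direction of their list, or for Fig. S2I were lower than in isotype control, are given by name, which was decided after their values were seen.

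Several choices were changed after first values had been seen. The first values of the shares drawn down to 1 depth came from 1 draw, and the mean of 100 draws replaced it, because single draws of small groups of cells scattered. This moved the ratio of the exhausted share, combination to isotype control, from 1.05 to 1.31 and that of the activated share from 1.19 to 1.32. A rule on leading genes for mixed subclusters was added. The denominator of the exhausted-like subclusters was changed to cells that were not drawn down. The floor of 3 UMIs in the rule for named genes was limited to the smaller side of a ratio. The alternatives tried were no integration, resolutions of 0.4 and 1.2, 20 principal components, no doublets left out, stricter filters on cells, other definitions and denominators of each cell type, other minimums of UMIs, no drawing down, and 2 other scalings of summed counts.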

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

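These genes were taken by their place in the rule for named genes, and the tests on single genes in T cells and on T cells with 1% or more of UMIs on macrophage markers were chosen only after the result was seen. Each gene is one the paper does not discuss, with a level in the combination above that in isotype control.

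Inhba, which encodes an activin subunit, rose in monocytes, macrophages and dendritic cells to 100.1 CPM in the combination, 13.9-fold over isotype control (12.9 to 15.0), with 17.0 CPM with single antibody A and 6.57 CPM with single antibody B. RNA of fibroblasts or tumor cells was weighed as a technical explanation. Over 12 markers of these cells the median ratio of the combination to isotype control was 0.462, so these markers fell where Inhba rose, which argues against this explanation. A difference in handling between libraries stays open, as does an effect of the treatment, since each group is 1 library.

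Car4, which encodes a carbonic anhydrase, had 0 UMIs in neutrophils of isotype control and 126 in the combination, at least 9.97-fold higher against a floor of 3 UMIs over the group. Macrophage RNA in the same droplets was tested with 14 macrophage markers, whose median ratio in neutrophils was 0.657, which argues against a general rise of such RNA. These markers were not chosen as genes that rise in macrophages of the combination, and Car4 in macrophages was not tested. RNA from macrophages with more Car4 thus stays open. With 111 neutrophils in isotype control and 456 in the combination, the cells behind the comparison are few, and a change in which neutrophils were present was not tested.

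Cd36 rose in T cells from 8.68 to 127 CPM, 14.6-fold (9.84 to 22.5). Macrophage RNA in the droplet is a candidate explanation, because Cd36 is among the leading genes of a macrophage cluster. Over the 5 genes highest by the rule, the level in the combination in T cells with under 1% of UMIs on macrophage markers was at the median 0.600 times that in all T cells, from 0.192 for Cd36 to 0.901 for Ly6i. By the limit of 0.5 set beforehand, this median counted against macrophage RNA. That reading was dropped after the result was seen, since the genes lay on both sides of the limit. T cells with under 1% can also still hold macrophage RNA, so the median decides nothing. In T cells with under 1%, the ratio to isotype control stayed at 13.4 for Cd36 (4.36 to 66.8), 7.25 for Ly6i (4.40 to 12.7), 15.2 for Nos2 (8.77 to 29.0), 5.81 for Cnn3 (3.26 to 11.3) and 5.65 for Tnfaip2 (4.08 to 8.01), each above the limit of 2-fold, which argues against the cells with 1% or more as the whole cause. In T cells with under 0.1%, it was 5.97 for Cd36 (0.800 to 265), on 1 UMI in isotype control and 8 in the combination, 1.49 for Ly6i (0.214 to 16.5), 3.28 for Nos2 (1.21 to 11.1), 0.959 for Cnn3 (0.318 to 3.03) and 3.94 for Tnfaip2 (1.73 to 10.5). The intervals of Nos2 and Tnfaip2 lay above 1 and none lay above 2. With so few UMIs, smaller amounts of macrophage RNA and a rise within T cells cannot be told apart for these genes.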

How the results depend on the processing

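The settings on mixed clusters, on cells with under 1% of UMIs on macrophage markers, with dendritic cells counted, by neutrophil markers alone, without dividing subclusters, on the unnamed subcluster of NK cells and ILC1, with 1 draw and without the rule on leading genes were chosen only after results were seen; the other settings were written before the data were examined. No paired analysis was possible because each group is 1 library of pooled tumors.

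The ratio of the combination to isotype control kept its direction under all 10 alternatives for neutrophils (4.11 to 5.10), all 14 for Tregs (0.105 to 0.200), all 12 for activated CD8 T cells (1.16 to 1.77), all 13 for Nos2-high cells (3.70 to 9.85), all 13 for ILC1 (1.06 to 1.99) and all 11 for Cxcl10-positive neutrophils (2.25 to 8.10). For activated CD8 T cells the interval of the ratio held 1 except without drawing down (1.46, 1.04 to 2.07) and with mixed clusters counted (1.62, 1.12 to 2.34); over single antibody A, the former gave 1.33 (1.05 to 1.68). The number of DC3, MoDC and M1 genes higher than in isotype control ran from 14 to 16 of 18, and that of M2 genes lower from 15 to 19 of 21.

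The exhausted share was reversed when defined by Pdcd1 and Tox, to 0.309 against isotype control and 0.403 against single antibody B, and to 0.930 against B in cells with under 1% of UMIs on macrophage markers. It stayed above 1 against isotype control under the other 12 alternatives. Against isotype control Tox was lower and Pdcd1 higher in CD8 T cells of the combination, so the definition decides the direction there. Against A the ratio stayed below 1 under all 13 alternatives (0.326 to 0.950). The activated share was reversed against A, to 0.966, with mixed clusters counted; the cause was not tested. Against B it moved to 5.12 (0.686 to 38.3) with at least 2 UMIs of Ifng and of Tnf, which rested on 1 cell with B and 14 in the combination.

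The Nos2-high ratio moved beyond its counting interval with at least 1 UMI (3.80), with at least 10 (9.85), without drawing down (4.52) and for subclusters led by Nos2 (3.70). The ILC1 ratio moved to 1.74 without integration, to 1.99 over all cells and to 1.06 with an unnamed subcluster counted as ILC1, where it was within counting error, and the Cxcl10 ratio to 8.10 with at least 3 UMIs. The cause was not tested. None of these changed direction. Against single antibody B the ILC1 ratio was reversed with the unnamed subcluster counted as ILC1 (0.935) and with it left out (0.970).

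Of 1229 alternative values for named genes, 928 stayed within the counting interval, 275 moved and 26 were reversed, the last in 17 genes. Among genes given by name, the mean over cells reversed Fscn1 (1.03), Cd163 (0.730) and Ccl5 in neutrophils (1.05), and Il6 over all cells (0.882). Size factors reversed H2-DMb1 (1.05), no integration Cd163 (0.714), and Ccl5 in neutrophils changed with 20 principal components (1.13) and with no doublets left out (1.03). The cause was not tested.

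The number of draws mattered for small groups of cells. With 1 draw, the version computed first, 13 of 156 comparisons of shares were reversed, and with the mean of 100 draws 4 were. The exhausted ratio to isotype control was 1.05 with 1 draw, and was above 1 in 95 of 100 draws. Small numbers of cells limit the shares drawn down to 1 depth, with as few as 71 CD8 T cells, 66 CD4 T cells and 43 neutrophils, all with single antibody B.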

Differences from the paper's values

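All comparisons in this part use alternatives written before the data were examined. Values of figures were read by eye, and only isotype control and the combination were matched to them.

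For Tregs in percent of CD4 T cells in the combination, the paper's value is about 24% in Fig. S2F, read by eye, and the value here is 6.06%. No alternative brought the ratio of both values within 1.5, the nearest being Treg-like subclusters, at 12.2%. For isotype control the paper's value is about 42% in Fig. S2F, read by eye, against 38.6%. Treg-like subclusters gave 69.6% there, further from the paper's value.

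For CD8 T cells positive for Ifng and Tnf in the combination, the paper's value is about 40% in Fig. S2F, read by eye, and the value here is 17.5%. Without drawing down it was 42.1%, and the other alternatives stayed apart from the paper's value.

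For Nos2-high cells, the paper's values in percent of myeloid cells are about 1.4% in isotype control and about 5.6% in the combination in Fig. 2E, read by eye. The values here, in percent of monocytes and macrophages, are 6.63% and 39.0%. Subclusters led by Nos2 gave 1.85% and 6.82%, and every other alternative stayed apart for both groups.

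For neutrophils, the paper states a fold of 4 in its text against the monotherapy group without naming which. The value here was 4.15 over single antibody A and 7.77 over single antibody B. Over B, the share among cells of other classes than monocytes, macrophages and neutrophils gave 5.70, and the other alternatives stayed above 1.5 times the paper's fold.

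The paper states that exhausted CD8 T cells decreased. The ratio to isotype control here was 1.31 (0.763 to 2.26), to single antibody A 0.848, which has the paper's direction, and to single antibody B 1.10, all within counting error; the definition by Pdcd1 and Tox gave the paper's direction against each library, at 0.309 to isotype control (0.152 to 0.628), 0.326 to A (0.173 to 0.614) and 0.403 to B (0.179 to 0.907).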

Other observations

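The tests on mixed cells and on Sirpa were chosen only after the result was seen.

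Cells with markers of both T cells and macrophages made up a mixed class. Free T cell RNA was tested by the T cell marker UMIs of a mixed cell, whose median was 97 against 71 in T cells and 0 in macrophages, a ratio of 1.37, which argues against it. Random pairing of cells in droplets was tested by comparing partner types. The ratio of cells with both kinds of markers to single cells was 1.79 for T cells, 1.03 for NK cells and ILC1, 2.07 for B cells and 0.504 for neutrophils. T cells stood at 0.863 times the largest of the others, a comparison that decided nothing, with few B cells. Cells of different libraries that share a droplet barcode measure how often cells meet at random, and they gave 0.0907, 0.0726, 0.0851 and 0.0868 mixed cells per T cell in isotype control, single antibody A, single antibody B and the combination. The numbers seen were 2.32, 0.562, 1.73 and 1.82, and the lowest excess was 7.74-fold, which argues against random pairing in droplets as the whole cause. Whether mixed cells had the make-up of the T cells of their library was tested by their Treg share. The Foxp3 share of their Cd4-positive cells fell in the combination, a ratio to isotype control of 0.165 (0.102 to 0.268) against 0.200 in T cells that were not drawn down. The level was 62.6%, 32.8%, 57.1% and 10.3% in the same order against 40.2%, 20.2%, 49.4% and 8.04% in T cells. With T cell marker UMIs matched, it was 1.55 times the share in T cells in isotype control (1.28 to 1.87) and 1.63 times with A (1.06 to 2.51), which argues against the same make-up there. It was 1.14 times with B (0.886 to 1.47) and 1.202 times in the combination (0.540 to 2.68), where the same make-up stays open. Cells that stayed attached to each other before loading, or engulfed T cells, were not tested and stay open.

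T cells with a UMI of Sirpa held 18.8 times the share of UMIs on other macrophage markers of those without, at medians of 0.821% and 0.0437%, which is consistent with macrophage RNA in the droplet. They also held more UMIs, 13410 against 4275 at the median.

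Fibroblast or tumor cells appeared despite the sort for CD45. Their Ptprc UMIs per cell were 0.110 times those of the other cells, as the median of the 4 libraries, which argues against a CD45-positive cell in the same droplet. How they passed the sort was not tested.

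Hspa1a and Hspa1b, a pair of paralogs whose probes may share molecules, were lower in the combination in monocytes, macrophages and dendritic cells, with ratios to isotype control of 0.196 and 0.201. Both were also lower in T cells, NK cells with ILC1, neutrophils and B cells, in 8 of 8 comparisons beyond counting error, with a median ratio of 0.150. The fall was not of 1 size. In neutrophils the ratio was 0.0265 for Hspa1a (0.0174 to 0.0390) and 0.297 for Hspa1b (0.248 to 0.354). A fall in every class can come from a difference in the handling of the whole sample. An effect of the treatment on all classes stays open, since each group is 1 library.

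Transcripts of the cytokines of Fig. 2J over all cells stood at 102, 146, 97.6 and 333 CPM for Cxcl2, which encodes MIP-2, at 393, 419, 297 and 699.7 CPM for Il1b and at 1.61, 1.41, 0.586 and 2.27 CPM for Il6, for isotype control, single antibody A, single antibody B and the combination. Il6 was lower in the combination by the mean over cells, with a ratio of 0.882.

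The genes of the rule for named genes, given as ratios of the combination to isotype control, were as follows. In monocytes, macrophages and dendritic cells, beside Inhba and Nos2, Procr (7.77), Slpi (7.74) and S100a8 (7.23) stood highest, and beside Hspa1a and Hspa1b, Fcrls (0.267), Tmem176a (0.278) and Gpr34 (0.282) stood lowest. The ratio of S100a8 ran from 3.67 to 10.4 over the alternatives. S100a8 is also a neutrophil marker, and whether RNA of the more numerous neutrophils reached these cells was not tested. In neutrophils, beside Car4, Olr1 (8.97), Hbegf (from 13.9 to 100.0 CPM), Tgtp2 (6.12) and Srxn1 (4.14) stood highest, and Il7r (0.146), Tmem37 (0.148), Xylt2 (0.158) and Rgs1 (0.200) lowest, with Hspb1 at 0 UMIs in the combination and 7 in isotype control. Over the alternatives, the neutrophil ratio ran from 0.134 to 0.591 for Il7r and from 0.136 to 0.325 for Tmem37. It ran from 0.145 to 0.56 for Xylt2 and from 0.200 to 0.34 for Rgs1. In T cells, beside Cd36, Ly6i (9.90), Nos2 (6.47), Cnn3 (5.43) and Tnfaip2 (4.69) stood highest, and Il10 (0.0458), Foxp3 (0.0914), Itgae (0.147), Igkc (0.185) and Neb (0.185) lowest. The T cell ratio ran from 3.33 to 10.3 for Ly6i and from 5.92 to 15.8 for Nos2. It ran from 2.43 to 6.28 for Cnn3 and from 3.1 to 4.9 for Tnfaip2.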
